# Transcriptional control of ROS homeostasis by KUODA1 regulates cell expansion during leaf development

**DOI:** 10.1038/ncomms4767

**Published:** 2014-05-07

**Authors:** Dandan Lu, Ting Wang, Staffan Persson, Bernd Mueller-Roeber, Jos H.M. Schippers

## Abstract

The final size of an organism, or of single organs within an organism, depends on an intricate coordination of cell proliferation and cell expansion. Although organism size is of fundamental importance, the molecular and genetic mechanisms that control it remain far from understood. Here we identify a transcription factor, KUODA1 (KUA1), which specifically controls cell expansion during leaf development in *Arabidopsis thaliana*. We show that *KUA1* expression is circadian regulated and depends on an intact clock. Furthermore, KUA1 directly represses the expression of a set of genes encoding for peroxidases that control reactive oxygen species (ROS) homeostasis in the apoplast. Disruption of *KUA1* results in increased peroxidase activity and smaller leaf cells. Chemical or genetic interference with the ROS balance or peroxidase activity affects cell size in a manner consistent with the identified KUA1 function. Thus, KUA1 modulates leaf cell expansion and final organ size by controlling ROS homeostasis.

## Abstract (web summary)

During plant development, organ size is controlled by cell proliferation and expansion, but the molecular mechanisms involved are unclear. Here, Lu *et al.* show that leaf cell expansion is controlled by the KUA1 transcription factor that acts in a circadian manner and modulates the expression of genes encoding cell wall-localized peroxidases.

Multicellular organisms grow through a coordinated balance between cell proliferation and expansion. Alterations to this balance typically lead to abnormal development, as in the case of cancer^1^. In plants, organ size is astonishingly constant within a given species and environment. However, large differences are observed when comparing one species with another, indicating that organ size is under genetic control^2^. Plant leaves are initially established by meristematic cell proliferation and in a second phase by cell expansion without further divisions^3^. Both phases are regulated by a multitude of genetic pathways, in which a fine-tuned balance between positive and negative regulators, for example, transcription factors (TFs), plays a central role^4^. In contrast to mammalian cells, plant cells are encased by a cell wall that gives structural support. Not surprisingly, cell expansion is affected by alterations in cell wall content and architecture^5^,^6^,^7^. Such alterations may be mediated by biosynthetic and/or remodelling proteins, including expansins, a class of proteins located in plant cell walls^8^,^9^, xyloglucan endotransglucosylase/hydrolases (XETs/XTHs)^10^, and also by peroxidases (Prxs), which modulate the level of reactive oxygen species (ROS)^11^. Still, the mechanistic details of their transcriptional regulation, and therefore of plant cell expansion, remain largely unknown.

ROS orchestrate downstream signalling cascades in many different organisms, from bacteria to animals, to direct developmental processes^12^. ROS are typified as chemically reactive compounds that contain oxygen, including oxygen ions and peroxides. These compounds play important roles in the regulation of plant growth^13^. Plasma membrane-located NADPH oxidases are the most abundant ROS-producing enzymes in the expanding cell wall^14^. The activity of three members of this family has, among others, been linked to root growth^15^. For example, the root hair defective2 (RHD2) protein is required for root hair initiation and expansion^15^. Prxs represent another class of ROS-related proteins that are widely distributed between plant tissues and have functions that involve a range of different substrates^16^. In the plant apoplast, Prxs may act as hydrogen peroxide (H_2_O_2_)-consuming and/or phenol-oxidizing enzymes, which typically affect lignin formation in the secondary cell wall^17^. Although ROS can both stimulate and inhibit cell expansion^13^, the genetic regulation and/or mechanistic details are often not clear. Recently, the bHLH TF UPBEAT1 (UPB1) was found to modulate the balance between cell proliferation and differentiation by repressing *Prx* genes in *Arabidopsis thaliana* roots^18^. Inhibition of peroxidase activity by applying the chemical inhibitor salicylhydroxamic acid (SHAM) to roots or treatment with hydrogen peroxide (H_2_O_2_) resulted in reduced meristem cell number and length of the first cortical cell of the root. In contrast, *upb1-1* mutants displayed a significantly increased meristem cell number and length of the first cortical cell. This indicates that H_2_O_2_ scavenging by root peroxidases controls indeterminate root growth^18^.

In contrast to roots, leaf growth is determinate and the final size depends on a tight interplay between cell division and expansion. It would therefore be anticipated that overall leaf growth and size is controlled differently from root growth. Here we show that a MYB-like TF, KUODA1 (KUA1), modulates leaf organ size by controlling the expression of *Prxs*. We further prove causality between peroxidase activity and organ size through chemical and genetic means, thereby providing a mechanism for how final leaf organ size depends on apoplastic ROS turnover. Hence, KUA1 directly controls ROS-mediated cell expansion during leaf development to set the final size of the organ.

## Results

### KUODA1 positively regulates cell expansion

To identify gene networks controlling organ size in *Arabidopsis*, we performed a reverse genetics screen for genes encoding TFs that are specifically induced during leaf expansion based on transcriptome data^3^. We found one T-DNA insertion mutant, which affected a *MYB*-like gene (AT5G47390) (Supplementary Fig. 1a,b), to have reduced leaf size as compared with wild type (WT; Fig. 1a,b). Complementation of the mutant with the gene’s complementary DNA (cDNA) under control of the CaMV 35S promoter verified that the observed phenotype was caused by the loss of the TF. As overexpression of the *MYB-like* gene (OX) resulted in enlarged leaves, we termed the gene *KUODA1* (*KUA1*; Chinese for ‘enlarge’ or ‘expand’). Leaf size is the sum of cell number and cell size. Most mutants known to affect leaf size act on cell proliferation, or on both cell proliferation and expansion rather than cell expansion alone^19^,^20^. To determine changes at the cellular level, mature (that is, not anymore expanding) first true leaves from soil-grown plants were harvested at 22 days after sowing (DAS). By microscopic analysis, we determined the number and area of mesophyll cells in the subepidermal layer and found that the *kua1-1* leaves had reduced cell size (65% of WT), while the number of cells was unaffected (Fig. 1c,d). Moreover, the reduction in cell size was equivalent to the reduction in leaf size of the *kua1-1* mutant. In contrast, overexpression of *KUA1* resulted in a significantly increased leaf area (*OX-1*, 123% of WT; *OX-2*, 119% of WT) and cell size (*OX-1*, 118% of WT; *OX-2*, 114% of WT), while the number of cells were unaffected (Fig. 1b–d, Supplementary Fig. 1c–e). Consistently, the smaller cell size of the *kua1-1* mutant was restored after complementation.

Dicot leaves exhibit diel growth patterns with maximal expansion rates in the morning that are dictated by the circadian clock^21^. As *KUA1* regulates leaf growth, we anticipated that its expression might follow such rhythm. With the DIURNAL tool^22^, we found a diurnal expression pattern with maximal transcript abundance of *KUA1* in the morning (Supplementary Fig. 2a). This pattern was confirmed both at the transcript and translational level in leaves of 15-day-old plants (Supplementary Fig. 2b). Morning-phased gene expression is controlled by two MYB TFs, circadian clock associated 1 (CCA1) and late-elongated hypocotyl (LHY), which affect leaf growth rate^23^,^24^. To investigate whether *KUA1* expression depends on the clock, we performed a 48-h expression profiling on 16-day-old plants grown under 12-h light/12-h dark (LD) photocycles released to continuous light (LL) in *cca1-1*/*lhy-11*, *CCA1-ox* and WT plants^25^. Phase-specific expression of *KUA1* is lost in both *CCA1-ox* and *cca1-1*/*lhy-11* plants (one-way analysis of variance (ANOVA), *P*<0.01; Fig. 2), indicating that its diurnal transcript accumulation depends on an intact clock. The *KUA1* promoter contains a CCA1 binding site 658 bp before the transcriptional start site (Supplementary Fig. 3a), similar to the one found in the promoter of the CCA1 direct target gene *pseudo-response regulator 9* (ref. 26). Moreover, the CCA1 binding site motif was also found in upstream regulatory sequences of *KUA1* orthologues from several other species, including *Glyma17g15330* from *Glycine max* and *Os01g09280* from *Oryza sativa* (Supplementary Fig. 3a). Together with the observation that *CCA1* and *LHY* expression peaks several hours before that of *KUA1*, this suggests that *KUA1* might represent a direct clock output.

Next, we determined the spatio-temporal regulation of *KUA1* expression during leaf development. Activity of a *pKUA1::GUS* reporter construct was not observed before 12 DAS, when staining began to appear at the tip of the leaf (Fig. 1e). Of note, cell proliferation and cell enlargement proceed from the leaf apex to the base^27^. Furthermore, the transition from proliferation to expansion occurs relatively abrupt^28^, resulting in a phase of leaf development during which almost all cells undergo expansion^3^. Consistently, GUS staining intensity at 14 DAS was observed throughout the leaf blade and decreased thereafter in a basipetal manner, indicating that *KUA1* is specifically induced during leaf expansion. At maturity, weak GUS staining was observed in vascular tissue, which is in line with previously reported cell-specific expression data for *KUA1* in companion cells (Supplementary Fig. 3b).

The KUA1 protein contains a central MYB-like DNA-binding domain and at the N-terminal side a CCHC zinc-finger domain (Supplementary Fig. 1f). Furthermore, two regulatory motifs were detected, a nuclear localization sequence and a transcriptional repression domain, R/KLFGV^29^. To test whether KUA1 is targeted to the nucleus *in planta*, the *kua1-1* mutant was transformed with a KUA1-GFP fusion protein expressed from the 35S promoter. The translational fusion construct complemented the growth phenotype of the *kua1-1* mutant and resulted in a nuclear localized signal of the fusion protein (Supplementary Fig. 1g).

### KUODA1 is a transcriptional regulator of ROS-related genes

As *KUA1* is specifically induced during leaf expansion, we envisaged that its downstream target genes have a role in setting organ size. 

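Gene expression was measured in whole seedlings of KUA1-IOX, a line in which estradiol switches on transcription of KUA1, the MYB-like transcription factor studied here. The seedlings were 14 days old. They were treated in liquid medium for 4 h with 15 µM estradiol, or with the ethanol solvent alone (mock). RNA from 2 biological replicates of each treatment was hybridized to the Affymetrix ATH1 GeneChip, 1 array per replicate and 4 arrays in all. The sample labels give the genotype of the mock samples as a control in one field and name KUA1-IOX in another, whereas the methods describe both groups as KUA1-IOX plants, and the methods are followed here. The 4 arrays hold no estradiol-treated seedlings without the construct, so each difference is that of estradiol treatment and KUA1 induction together.
The authors deposited 1 signal per probe set on a linear scale, summarised with MAS5 and scaled so that the mean of each array, leaving out the lowest and highest 2% of signals, is 100.0. The median signal was 36.2 and 38.9 on the mock arrays and 37.5 and 36.2 on the estradiol arrays. No detection calls come with these values, so a probe set is called dim here where its mean log2 signal lay under the 40th percentile of all probe sets in that group. Of the 22810 probe sets, 64 controls were left out and 22746 were tested. A gene of a list is called measured where the platform table gives it a probe set of its own. The table does not list 8730 of the probe sets tested, so other genes of a list can be on the array unnamed. Log2 signals were compared with limma, whose p-values were adjusted over all probe sets tested by the Benjamini-Hochberg method. The paper's thresholds, a 2-fold change with P below 0.05, were applied to geometric means and with the methods' t-test on log2 signals, without adjustment, since the paper does not name the scale. This is called the paper's criterion below, although the folds the paper lists follow the ratio of linear means. The number of arrays limits the precision. At 2822 probe sets the 2 mock arrays lay at least 2-fold apart, and the 2 estradiol arrays did so at 2612. A mock and an estradiol array lay as far apart at 2288 to 3084 probe sets.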

To identify KUA1-regulated genes, we made use of an estradiol-inducible overexpression (IOX) system^30^ and subjected *KUA1-IOX* seedlings after induction to global transcriptome analysis. After 4 h of *KUA1* induction, 198 genes were differentially expressed (twofold change, Student’s *t*-test *P*<0.05) of which 107 were upregulated and 91 were downregulated (Supplementary Data 1). 

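KUA1 itself had a signal of 187 ± 23.2 (SD, n = 2 arrays) in mock-treated seedlings and of 2629.8 ± 1051 (SD, n = 2) after estradiol, a log2 fold change of 3.76 with a standard error of 0.29. Of the probe sets past the paper's criterion, those with the smallest limma p among the higher ones included GSTU3, a glutathione S-transferase, with a log2 fold change of 3.60, or 2.92 with its dim mock signals raised to each array's 40th percentile, and CNI1, a RING-type ubiquitin ligase, with 2.35. At3g13310, which encodes a DnaJ-domain chaperone, had a log2 fold change of 3.18, and At2g44130, a kelch-repeat protein, one of 3.01. ICL, the isocitrate lyase of the glyoxylate cycle, stood at 3.89, although its signal was dim in mock-treated seedlings, and its log2 fold change was 1.35 with dim signals raised to each array's 40th percentile. The transcription factor MYB4 had 1.98, GSTU4 1.81, At1g19020 1.89 and the protein kinase At2g05940 1.48.
Among the 10 lower ones with the smallest limma p, 3 were dim in both groups, namely the peroxidase Prx8 at -5.23, the actin depolymerizing factor ADF8 at -4.74 and, at -2.86, a probe set that neither the platform table nor Supplementary Data 1 names. With dim signals raised to the 40th percentile, the value of ADF8 was -0.38, and Prx8 and the unnamed probe set had none since every array lay at that floor. In brighter probe sets, PG2 stood at -1.40, NAS1, a nicotianamine synthase, at -1.27 and RFC3, a ribosomal protein S6-like protein, at -1.27. At5g52780, At2g03310, At5g38980 and At5g41050, whose products Supplementary Data 1 gives as unknown, lay between -1.39 and -1.14.
Past the criterion were 143 probe sets that were higher after estradiol and 120 that were lower, of which 178 were dim in both groups. With limma, 0 were called higher and 0 lower at an adjusted p under 0.05. The smallest adjusted p was 0.158, shared by KUA1, and 1481 probe sets had an unadjusted limma p under 0.05, against 1137 expected with no change. A grouping that crosses the treatments, mock replicate 1 with estradiol replicate 2 against the other 2 arrays, gave 1898, and 309 past the criterion against 263. Simulated arrays with no change gave a median of 204 past it. The methods' t-test called 0 after Benjamini-Hochberg adjustment. The counts past the criterion were 56 higher and 20 lower with dim probe sets left out, and 30 and 6 on log2(signal + 32). Counts with an array left out are not read here, since that array's group then has no spread of its own.

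**Figure D1:**
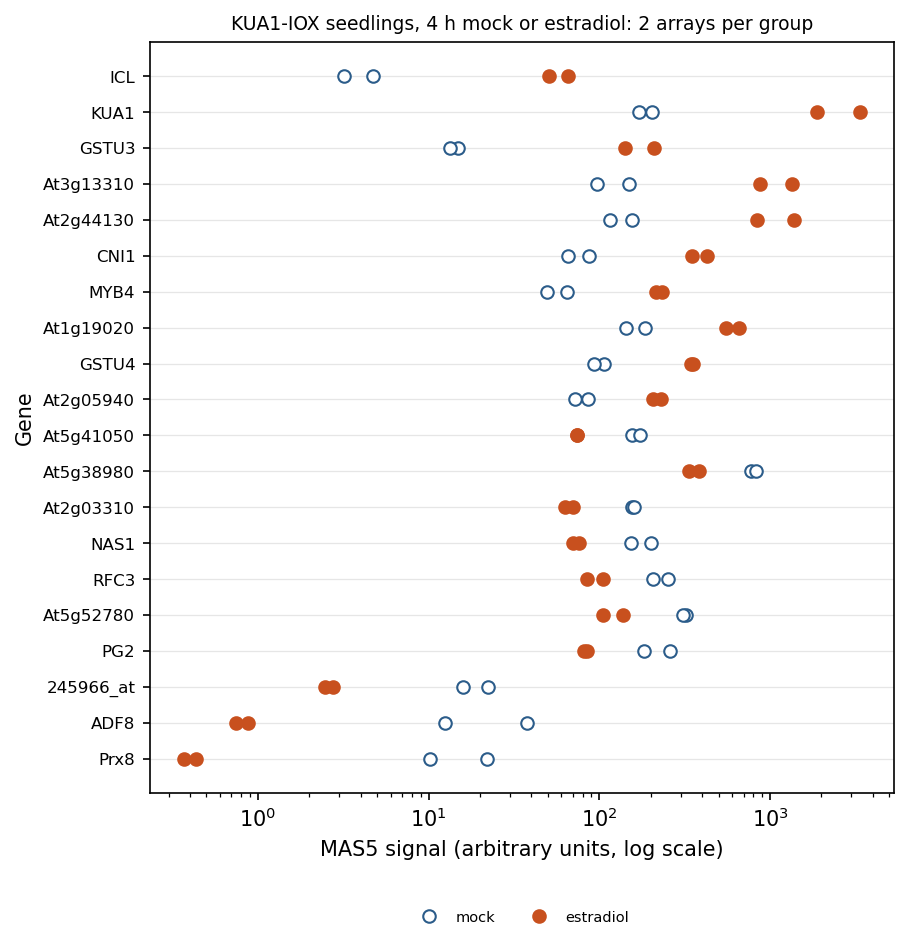
MAS5 signal on a log scale for the 10 higher and the 10 lower probe sets with the smallest limma p among those past the paper's criterion, one row each, with open circles for the 2 mock arrays and filled circles for the 2 estradiol arrays. In every row the 2 groups do not overlap, and the lowest signals are the mock signals of ICL and the estradiol signals of the unnamed probe set, ADF8 and Prx8.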

As KUA1 contains a transcriptional repression domain, we mainly focused our analysis on genes downregulated by the TF. To investigate possible biological functions of these genes, we identified significantly enriched gene ontology (GO) categories among the changed genes^31^. The most significantly enriched GO category of genes negatively regulated by KUA1 was ‘peroxidase activity’ (*P*<10^−12^) (Fig. 3a, Supplementary Table 1). 

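Class III peroxidases are secreted heme enzymes that use hydrogen peroxide in the cell wall. Of 55 genes of this family that the platform table matches to a probe set of their own, 1 was lower past the paper's criterion and 0 were higher. In 14 of them both estradiol arrays lay under both mock arrays and in 12 both lay above, where chance alone gives 16.7% of genes in each direction. Prx8 passed the criterion, with signals of 10.2 and 21.9 in mock-treated seedlings and 0.43 and 0.37 after estradiol, all of them dim. Of the brighter genes, Prx21 had a signal of 876 ± 79.3 (SD, n = 2) in mock and 449 ± 61.8 (SD, n = 2) after estradiol, a log2 fold change of -0.97. Prx59 had a log2 fold change of -1.03, with estradiol signals of 188 and 111 that lay far apart. Prx66 had one of -0.94, with mock signals of 40.5 and 82.8. Prx27 had one of -1.36, or -0.53 with dim signals raised to the 40th percentile. Prx60, which only Supplementary Data 1 names on this array and which the study therefore chose on these samples, had one of -0.99, or -0.29 with dim signals raised in the same way. The highest of the family was Prx38 at 1.45, a gene singled out after its value was seen.
The median log2 fold change of the 55 genes was -0.11, and the family as a whole did not pass limma's camera test against the other genes (adjusted p = 0.161 over 9 lists). With limma, 0 of them were called over all genes and 4 were called when adjusted over the list alone, and 11 had an unadjusted p under 0.05. The share past the criterion and lower, 1 of 55, did not differ from 71 of 13162 other genes (Fisher's exact test, two-sided, adjusted p = 0.780). This does not test the paper's own list, which holds 9 of the 55 as lower. Of the 193 probe sets on that list, 79 passed the criterion as applied here. The signal of these genes was higher on mock replicate 2 than on mock replicate 1, with a median log2 difference of 0.28. Without mock replicate 2 the median log2 fold change was 0.10, and without mock replicate 1 it was -0.16. With the floor at the 40th percentile or with dim probe sets left out, the median was -0.15 and camera passed (adjusted p = 0.0157 and 0.0270). With an estimated correlation, run on all 4 arrays alone, the list did not pass (adjusted p = 0.559). The median log2 fold change was -0.092 without estradiol replicate 1 and -0.072 without estradiol replicate 2. Counts past the criterion and camera results with an array left out are not read here, because that array's group then has no spread of its own.

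**Figure D2:**
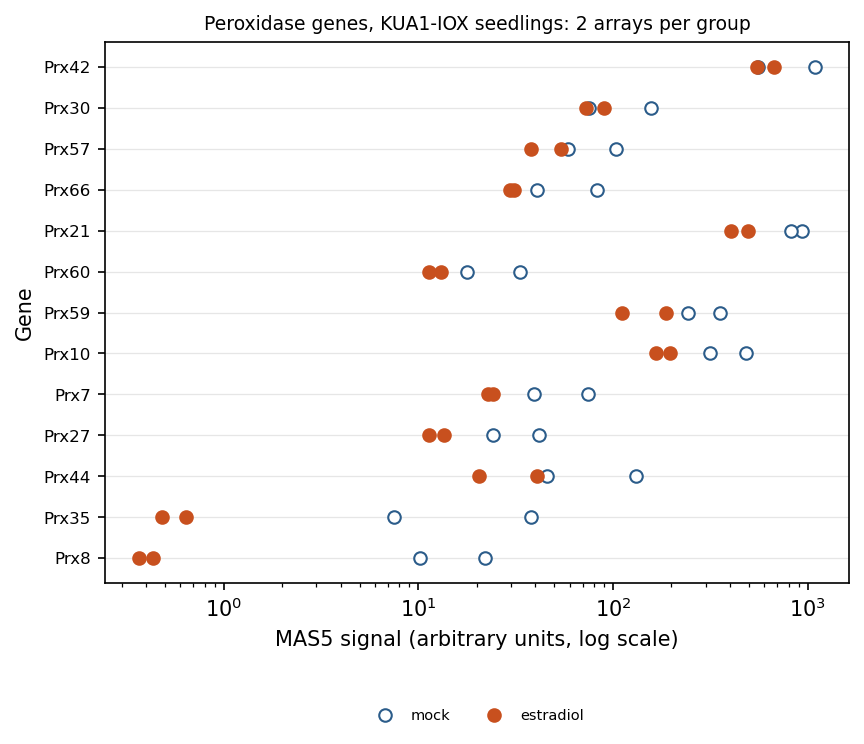
MAS5 signal on a log scale for 13 peroxidase genes that the paper also measured by qRT-PCR, one row each, with open circles for the 2 mock arrays and filled circles for the 2 estradiol arrays. The groups overlap in Prx30 and Prx42, and the estradiol signals of Prx8 and Prx35 lie below 1.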

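The stromal and the thylakoid ascorbate peroxidase of chloroplasts, which detoxify hydrogen peroxide, had log2 fold changes of -0.34 for sAPX and -0.50 for tAPX, with the 2 groups apart in both and neither past the paper's criterion. Of 3 measured transcripts that serve as markers of oxidative stress, At1g19020 was higher past the criterion, with a signal of 164 ± 28.9 (SD, n = 2) in mock and 605 ± 78.7 (SD, n = 2) after estradiol. The zinc-finger gene ZAT10 had a log2 fold change of 0.57, with mock signals of 572 and 354 and estradiol signals of 674 and 658. UPOX, a mitochondrial protein, had one of 0.66 with overlapping groups. ZAT12, a related zinc-finger gene that only Supplementary Data 1 names on this array, had a log2 fold change of 1.47 and passed the criterion. The 3 measured NADPH oxidases, which produce superoxide at the plasma membrane, were dim in both groups and none passed. With limma, 0 of the genes named here were called at an adjusted p under 0.05, and tAPX, ZAT12 and At1g19020 had an unadjusted p under 0.05. These lists held fewer than 5 measured genes each, too few for a test of the list.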

Other enriched categories included ‘antioxidant activity’ (*P*<10^−6^) and ‘response to oxidative stress’ (*P*<10^−6^).

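Several tau-class glutathione S-transferases, which conjugate glutathione to reactive compounds, were higher after estradiol. GSTU3 went from a signal of 14.1 ± 1.03 (SD, n = 2) in mock-treated seedlings, where it was dim, to 175 ± 47.9 (SD, n = 2), and GSTU4 from 99.8 ± 9.95 to 350.1 ± 5.63 (SD, n = 2 each). GSTU2, at a log2 fold change of 1.55, and GSTU22, at 1.37, also passed the paper's criterion. GSTU1 had a log2 fold change of 1.37 and GSTU11 of 0.97, both with the groups apart and short of the criterion. GSTU18 lay at -0.72, and GSTU21 at 0.62 and GSTU15 at 1.00 were dim in both groups.
Of the 11 GSTU genes named independently of the study, 1 was higher past the criterion, GSTU22, and 0 were lower. Of a further 5 that only Supplementary Data 1 names on this array, 3 were higher past the criterion. The study chose these on the same samples, so their array values are not independent evidence of the family's direction. The paper's qRT-PCR of other seedlings also gives all 5 as higher, with log2 fold changes from 0.75 for GSTU1 to 4.49 for GSTU3. It marks GSTU2, GSTU3 and GSTU4 as significant and past 2-fold, and not GSTU1 and GSTU11. The 11 genes had a median log2 fold change of -0.16 and a mean of 0.21, and the family did not pass limma's camera test (adjusted p = 0.503), whose direction followed the mean. With limma, 0 were called over all genes, 1 was called when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Without mock replicate 1 the median was -0.46, and without mock replicate 2 it was 0.16. Without estradiol replicate 1 it was 0.17, and without estradiol replicate 2 it was 0.025. With an estimated correlation, run on all 4 arrays alone, the list did not pass (adjusted p = 0.755). GSTU22 itself missed the criterion on log2(signal + 32), which left 0 of the 11. Leaving out an array cannot show whether its pass depends on that array, because the array's group then has no spread of its own.

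**Figure D3:**
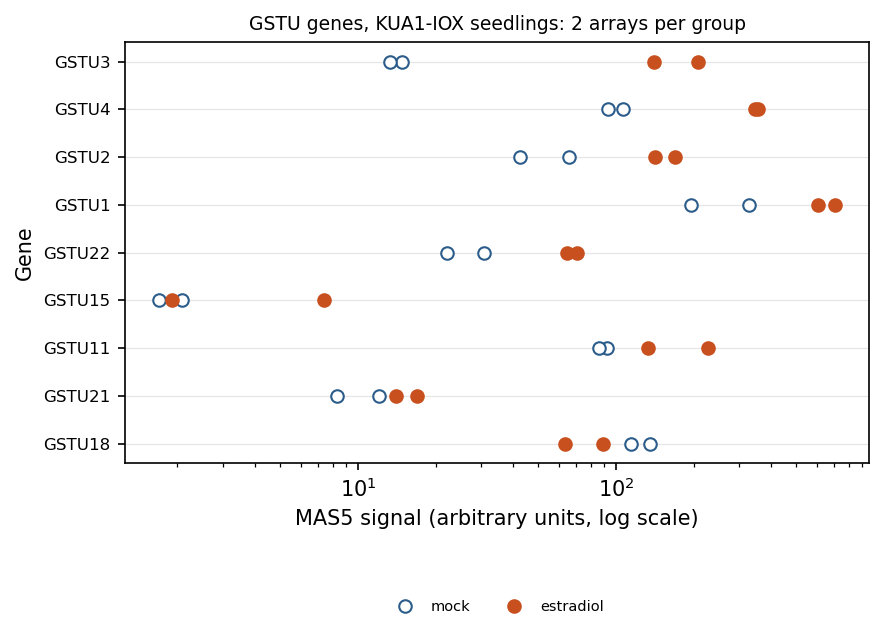
MAS5 signal on a log scale for 9 GSTU genes, one row each, with open circles for the 2 mock arrays and filled circles for the 2 estradiol arrays. Both estradiol arrays lie above both mock arrays for GSTU3, GSTU4, GSTU2, GSTU1, GSTU22, GSTU11 and GSTU21, and below them for GSTU18, and the groups overlap in GSTU15.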

For the genes positively regulated by KUA1, the most enriched GO category was ‘glutathione transferase activity’ (*P*<10^−6^) (Supplementary Fig. 4a, Supplementary Table 1), indicating that KUA1 affects ROS homeostasis. In addition, ‘cell wall’ (*P*<10^−4^) and ‘endomembrane system’ (*P*<10^−6^) GO categories were over-represented among the upregulated genes, suggesting a role of KUA1 in cell wall remodelling^5^.

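The expansin EXPA18, expressed in root hairs and one of a family that loosens the cell wall, had a signal of 37.3 ± 13.5 (SD, n = 2) in mock and 13.3 ± 0.68 (SD, n = 2) after estradiol, a log2 fold change of -1.44, or -0.71 with dim signals raised to the 40th percentile. A second root hair expansin, EXPA7, had a log2 fold change of -0.80, with mock signals of 35.1 and 55.2. The expansin-like gene EXLA1 had one of -0.47. Its estradiol signals were 214 and 325, the latter close to its lower mock signal of 342. PG2, named for polygalacturonase, had signals of 184 and 259.8 in mock and 80.9 and 84.9 after estradiol and passed the paper's criterion. XTH27, the brightest measured gene for xyloglucan endotransglucosylases, which cut and rejoin xyloglucan chains, had a log2 fold change of -0.16 with overlapping groups.
Of 18 measured expansins, 0 were higher and 0 lower past the criterion, and their median log2 fold change was -0.26. This shift passed limma's camera test (adjusted p = 0.0326) and did not pass it with an estimated correlation (adjusted p = 0.559). Without mock replicate 2 the median was -0.022, and without estradiol replicate 1 it was -0.12. Of 10 measured XTH genes, 0 passed the criterion in either direction, with a median of -0.19 (camera, adjusted p = 0.124). Of a further 2 that only Supplementary Data 1 names on this array, and that the study therefore chose on these samples, 1 was lower past the criterion, where the log2 fold change of XTH13 was -2.62, with estradiol signals that were dim. The log2 fold change of XTH14 was -1.82, short of the criterion. With limma, 0 genes of either list were called over all genes and 0 when adjusted over the list alone, and 2 expansins and 0 XTH genes had an unadjusted p under 0.05. In 6 expansins and 2 XTH genes both estradiol arrays lay under both mock arrays, and in 1 and 0 both lay above, with 16.7% in each direction given by chance.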

We verified the expression of a select number of differentially expressed genes by qRT–PCR (Supplementary Table 2). *Glutathione* *S-transferase (GSTU)* genes were upregulated on inducible overexpression of *KUA1*, but a mild effect was observed on the expression of these genes in *OX-1* plants (Supplementary Fig. 4b). Still, *GSTU* genes were downregulated in *kua1-1* together with several TF genes, including *ZAT12*, *REVEILLE8* (*RVE8*) and a bHLH (AT1G10585). In contrast, inducible overexpression of *KUA1* resulted in the downregulation of more than 10 *Prx* genes (Fig. 3b). Consistently, constitutive overexpression of *KUA1* represses these genes, while in the *kua1-1* mutant several showed enhanced expression, most prominently *Prx7*, *Prx10*, *Prx23* and *Prx57*. As KUA1 appears to act as a transcriptional repressor, we used a transient luciferase reporter gene assay to validate this. To this end, the promoter of *Prx7* was cloned directly upstream of the firefly luciferase open reading frame and transformed into *Arabidopsis* protoplasts (Supplementary Fig. 5a). Co-transformation of the reporter construct with a *35S:KUA1* construct resulted in a significant downregulation of the luciferase signal, indicating that KUA1 *in vivo* acts as a transcriptional repressor of *Prx7*. Fusion of a GAL4 activation domain with the KUA1 protein overcomes the repressive effect of KUA1 and causes a significant induction of the *Prx7* reporter. Taken together, KUA1 acts as a transcriptional repressor and modulates the expression of ROS-related genes.

### KUODA1 is a direct regulator of peroxidase genes

The upstream promoter sequences of the differentially expressed *Prxs* were screened for over-represented 6-mer motifs to identify a potential DNA-binding site for KUA1 using the MEME Suite^32^ and TAIR motif finder ( www.arabidopsis.org). This analysis resulted in the identification of several abundant motifs (Fig. 4a). These include ATCACA (Motif1), which represents an unknown motif, and AAACGT (Motif2), which is identical to the SORLREP2 motif that is present in the promoters of light-regulated genes^33^. Furthermore, an element similar to the RY/G-box was found, C(A/G)TGCA (Motif3), which renders seed-specific expression^34^, and the (A/C)CTTGC (Motif4), which is similar to the iron-deficiency response element^35^. We used an electrophoretic mobility shift assay (EMSA) to assess whether KUA1 binds to any of these motifs. We found that KUA1 can bind a DNA probe spanning the unknown ATCACA motif (Motif1) in the promoters of both *Prx44* and *Prx60*, while no binding was found with probes containing the AAACGT motif (Motif2) from *Prx60* (Fig. 4b). In addition, a probe with a point mutation in Motif1 from *Prx44* causing the exchange of the first base into a G (GTCACA; Motif1*) was less strongly retained in the gel as compared with probes with the original motif. Subsequently, we tested whether *Prxs* are direct KUA1 targets by performing a chromatin immunoprecipitation (ChIP) assay with the functional GFP-tagged KUA1 protein (*35S:KUA1-GFP*/*kua1-1*). To this end, primers spanning genomic regions containing the identified *cis*-element were used (Fig. 4c). We found that KUA1 associated with the promoters of *Prx7*, *Prx8*, *Prx10*, *Prx30*, *Prx35*, *Prx44* and *Prx57* (Fig. 4d). In addition, no enrichment was detected for three negative controls (promoter segments of three ROS-related genes whose expression levels were unaffected by KUA1) or in the further upstream regions in the promoter of *Prx30* (Supplementary Fig. 5b). Thus, KUA1 directly interacts with seven *Prx* loci causing repression of their expression.

### Peroxidase activity is linked to cell size

Prxs can stimulate as well as restrict plant growth^11^. The enhanced expression of *Prxs* in *kua1-1* and their repression by KUA1 suggest that increased peroxidase activity might be symptomatic for the observed phenotype. To test this, we treated 14-day-old plants with SHAM, a peroxidase inhibitor, and measured the size of the first leaf pair at 22 DAS. SHAM treatment of the *kua1-1* mutant resulted in an increased plant size in a concentration-dependent manner (Fig. 5a). Similar, but less prominent, effects were observed for WT. A single application of 20 μM SHAM fully restored expansion growth of the first leaf pair in *kua1-1*, while 5 μM showed a partial recovery as compared with WT (Fig. 5b,c). Since Class III peroxidases have been implicated in the production of H_2_O_2_ in the apoplast^11^,^36^, we stained plants with the 3,3′-diaminobenzidine and found an increased intensity in the *kua1-1* mutant as compared with WT (Supplementary Fig. 6a). Quantitative determination of the H_2_O_2_ concentration revealed a significant increase in *kua1-1* leaves, while significant lower levels were detected in *OX-1* plants, as compared with wild type (Supplementary Fig. 6b). In contrast, no difference in the levels of superoxide was found between the different lines (Supplementary Fig. 6c). Moreover, treatment of *kua1-1* with the H_2_O_2_ scavenger KI reverted the mutant phenotype (Supplementary Fig. 6d–g). These results indicate that increased peroxidase activity and apoplastic H_2_O_2_ production are causative for the reduced growth.

As leaf growth is under control of the diel cycle, we measured cell wall peroxidase activity at Zeitgeber times ZT4 and ZT9. *KUA1* had the highest expression level at ZT4 (Supplementary Fig. 2). Consistent with a negative regulation of *Prx* expression, we found lower peroxidase activity in the WT at ZT4 as compared with ZT9 for both the ionically bound and soluble fraction (Fig. 5d). Furthermore, *kua1-1* showed significantly higher peroxidase activity at both time points, while overexpressing plants showed significantly lower activity at ZT9. To further confirm that Prxs regulate leaf growth, we obtained an overexpression line for *Prx57* (ref. 18), which showed increased peroxidase activity (Supplementary Fig. 6h). Interestingly, leaf and cell size in plants with increased Prx57 activity was significantly reduced, while cell number was not affected (Fig. 5e–h). These results imply that KUA1 modulates cell size through the action of cell wall-located Prxs.

Prxs are mainly known to control extensibility of the cell wall by causing crosslinking or cleaving of cell wall polysaccharides^11^,^36^. Still, it is possible that the changes in *Prx* expression cause other cell wall alterations. We therefore determined the cell wall compositions in the different genotypes, including the *35S:Prx57* line. Neither cellulose, the major component of the cell wall, was affected by altering the expression level of *KUA1* (Table 1), nor was that of uronic acids. In dicots, the hemicellulose network mainly consists of xyloglucan^37^, which is known to be enzymatically loosened by the action of expansins, endoglucanases and endotransglycosylases to allow for turgor-driven growth^38^,^39^. Among the neutral sugars measured, we only found an increase in the level of glucose for the *KUA1* overexpressing line (Table 1). These data indicate that changes in *KUA1* expression have only limited effect on the composition of the cell wall.

## Discussion

Plant tissue growth depends on cell proliferation and directed cell expansion. Although several gene regulatory networks that control leaf primordia initiation and proliferation have been uncovered^4^, those controlling cell expansion remain largely elusive. Here, we identified *kua1-1*, which has smaller leaves due to a decrease in cell size but not cell number. In contrast, *KUA1* overexpression resulted in increased cell size and larger leaves, while the number of cells was unaffected. Thus, KUA1 is a specific regulator of leaf cell size in plants (Fig. 6). Through expression profiling on inducible overexpression lines, we found that KUA1 negatively regulates the expression of *Prx* genes. Furthermore, by ChIP and EMSA assays, we demonstrated that KUA1 directly regulates the expression of seven *Prx* genes. This repression alters the apoplastic ROS balance, establishing the means to physically control cell expansion in leaves (Fig. 6).

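The arrays measured 7 peroxidase genes whose promoters the paper tested by ChIP (Fig. 4d). With all 4 arrays the mean signal of each was lower after estradiol, but not without mock replicate 2, where the log2 fold change of Prx30 was 0.11. Prx10 had a signal of 399 ± 117 (SD, n = 2) in mock-treated seedlings and 182 ± 20.2 (SD, n = 2) after estradiol, a log2 fold change of -1.11. Prx7 went from 57.0 ± 25.2 to 23.5 ± 0.88 and Prx44 from 88.8 ± 60.3 to 30.6 ± 14.3 (SD, n = 2 each), with log2 fold changes of -1.21 and -1.43. Prx57 had a log2 fold change of -0.78, and Prx30, whose groups overlapped, one of -0.42. The largest values came from dim probe sets. Prx35 had a log2 fold change of -4.92, with mock signals of 7.49 and 37.8 and estradiol signals of 0.64 and 0.48, and its value was -0.38 with dim signals raised to the 40th percentile.
Without mock replicate 2, the log2 fold change of Prx44 was -0.68, the log2 fold change of Prx7 was -0.74, the log2 fold change of Prx57 was -0.38 and the log2 fold change of Prx35 was -3.75. Of the 7 genes, Prx8 passed the paper's criterion. Leaving out an array cannot show whether this pass depends on it, because its group then has no spread of its own. With limma, 0 of the 7 were called at an adjusted p under 0.05, and Prx7, Prx8, Prx10, Prx35 and Prx44 had an unadjusted p under 0.05. The paper concludes that KUA1 is a negative regulator of Prx genes, and it draws on more than these arrays. Its qRT-PCR of other induced seedlings gives all 7 as lower, with log2 fold changes from -6.29 for Prx8 to -1.35 for Prx57. By ChIP the paper found KUA1 at all 7 promoters, and by EMSA KUA1 bound probes from the Prx44 and Prx60 promoters. In a reporter assay KUA1 lowered the signal from the Prx7 promoter. Its qRT-PCR marks Prx7, Prx10 and Prx57 as significantly higher in kua1-1 plants, and Prx7 and Prx10 as significantly lower in OX-1 plants. Prx30, Prx35 and Prx44 are marked in neither, and Prx8 has no value there.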

Apoplastic Prxs are known to either restrict or promote cell expansion^11^,^17^,^18^. These apparent contradictory effects are linked to the regulatory modes under which the Prxs are working. On one hand, the Prxs may favour elongation by generation of oxygen radicals or restrict growth by the generation of H_2_O_2_. In the first scenario, cell wall polymers may be cleaved by the radicals and thus promote cell wall loosening and therefore growth. In contrast, an increase in H_2_O_2_ typically leads to crosslinking phenolics and promotes rigid crosslinks between extensins making the cell wall stiffer^11^. KUA1 effectively represses *Prx* expression and activity in leaves, which promotes cell expansion. While this promotion is clearly linked to changed levels of apoplastic H_2_O_2_, it is important to note that changes in H_2_O_2_ also can affect the pool of oxygen radicals^40^. Notably, at least in the case of KUA1, the inhibitory effect of Prx, mediated via H_2_O_2_, appears to be the causal link for regulation of leaf cell expansion.

Organ size is typically underpinned by a balance between cell proliferation and growth^3^. However, this balance is largely depending on tissue and cell type. This may readily be seen in plant organ growth, where leaf growth is typically restricted to a set number of expanding cells, whereas root growth is a result of continuous cell proliferation and cell expansion^18^,^28^. Hence, the determinate and indeterminate growth of leaves and roots, respectively, should be regulated by different molecular and genetic means. Interestingly, Prxs were recently shown to affect *Arabidopsis* root growth^18^. Here, a superoxide/H_2_O_2_ equilibrium regulates the size of proliferation and differentiation zones. An enhanced expression of *Prx* genes in roots lacking the TF UPB1 was associated with an increased number of meristematic cells and an increase in length of the first mature cortical cells^18^. Thus, enhanced Prx activity promotes cellular proliferation and differentiation in roots. In our study, we show that repression of *Prx* expression by KUA1 enhanced leaf cell expansion, but did not cause an increase in leaf cell proliferation. Furthermore, as both SHAM and H_2_O_2_ treatments reduce the size of the first cortical root cell^18^, the root-localized Prxs are presumably needed to maintain low H_2_O_2_ levels to promote root cell expansion. In contrast, here we show that inhibition of leaf peroxidase activity increases leaf size, suggesting that in leaves the apoplastic Prxs mainly produce H_2_O_2_, which potentially results in cell wall crosslinking^11^. Hence, the impact of Prxs, or more precisely their effect on the H_2_O_2_ level, appears to have largely opposing effects on organ growth in plants.

Leaf expansion rates in dicots follow a diel rhythm^21^, and this correlates with the accumulation of *KUA1* transcript during the morning. Moreover, *KUA1* transcript cycling depends on a functional clock, as in *cca1-1/lhy-11* and *CCA1-ox* plants the time-of-day-specific expression of *KUA1* is lost. Interestingly, the promoter of *KUA1* and its orthologues contain a CCA1 binding site (Supplementary Fig. 3a), indicating that the expansion growth controlled by KUA1 could be directly regulated by the clock. Previously, we demonstrated that ROS homeostasis and ROS-responsive gene expression are under the control of CCA1 (ref. 25). Here we demonstrate that KUA1 controls apoplastic ROS homeostasis to mediate cell expansion. Of note, leaf expansion rates in dicots are the highest in the morning^24^, which correlates with the increased expression level of *KUA1* during this time of the day. Thus, to obtain high expansion rates during the morning, *KUA1* is induced to repress *Prx* gene expression. In addition, the promoter of *KUA1* contains several abiotic stress-related *cis*-elements (Supplementary Fig. 3a). As expression of *KUA1* is affected by various abiotic stresses (Supplementary Fig. 3c) it is likely that it functions to modulate growth in a changing environment.

In conclusion, we have identified a mechanism in which KUA1 regulates Prx activity to control final leaf cell size. Despite that *Prxs* are commonly required for the modulation of H_2_O_2_ levels in the apoplastic space, there are remarkable differences in the molecular implementation of their action in the regulation of leaf and root growth.

## Methods

### Plant material and growth conditions

*Arabidopsis thaliana* Columbia-0 (Col-0) was used as a wild type. The T-DNA insertion line *kua1-1* (GK-783B02) was obtained from the Nottingham *Arabidopsis* Stock Centre. Plant growth and β-estradiol treatments were done as previously described^41^. In short, *Arabidopsis* plants were grown in soil (Einheitserde GS90; Gebrüder Patzer, Sinntal-Jossa, Germany) in a growth chamber with a 16-h day (120 μmol m^−2^ s^−1^) and a day/night temperature of 22/16 °C and 60/75% relative humidity. In tissue culture, seedlings were grown in half-strength Murashige and Skoog medium (0.5 MS) supplemented with 1% sucrose and solidified with 0.7% agar under a 16-h day (140 μmol m^−2^ s^−1^)/8-h night regime (22 °C). SHAM and KI treatments were done by applying a foliar spray to 14-day-old soil-grown plants. GUS staining was performed according to Jefferson^42^.

### Construction of plasmids

To generate overexpression constructs and C-terminal GFP fusions of *KUA1*, the coding sequence (CDS) was amplified from leaf cDNA by PCR and cloned into pENTR/D (Invitrogen) with the primers listed in Supplementary Table 3. Sequence-confirmed ENTRY clones were used for recombination with pK7FWG2 vector to construct a fusion with the GFP coding region at the C-terminal part of the TF ( http://gateway.psb.ugent.be)^43^. The clones containing the stop codon were used for generating a CaMV 35S construct by recombination with vector pK7WG2 (ref. 43).

The promoter region directly upstream of the start codon of *KUA1* (1,050 bp) was amplified from genomic DNA and cloned into pENTR/D and verified by sequencing. Thereafter, the clone was recombined with the GATEWAY compatible vector pKGWFS7 that contains a fused reporter gene consisting of eGFP and the *E. coli* β-glucuronidase (GUS)^43^. End clones were selected by restriction analysis and confirmed by sequencing before plant transformation.

For the establishment of an inducible overexpression vector the *KUA1* CDS was amplified by PCR with primers that contain an *Xho*I or *Spe*I site (Supplementary Table 3). PCR products were ligated overnight by TA cloning into pGEM-T Easy vector (Promega). After sequence confirmation, the vector was digested and the *Xho*I-*Spe*I fragment containing the CDS was ligated into the pER8 vector^30^.

### Plant transformation and selection of transgenic plants

Constructs were transformed into *Arabidopsis* Col-0 wild type or the *kua1-1* mutant using *Agrobacterium tumefaciens* (strain GV3101)-mediated transformation employing a modified floral dip method^44^. T_0_ seeds were selected on MS medium containing the appropriate antibiotic. Subsequently, stable transgenic T_3_ lines were established based on a segregation analysis. Transgenic lines showing either an increased expression level by qPCR or reporter gene signal were used for detailed analysis in this study.

### Microscopic analysis

Cleared first true leaves of 22-day-old plants were used to measure leaf area, cell size and cell number according to Nguyen *et al.*^41^

### Total and polysomal RNA isolation

Total RNA was extracted from leaves or seedlings using the RNeasy kit (Qiagen). Before cDNA synthesis with RevertAid First-strand cDNA Synthesis kit (Fermentas), the isolated RNA was treated with DNase I (Ambion). Quantitative real-time PCR was done using Power SYBR Green PCR Master Mix (Applied Biosystems). *ACTIN2* (AT3G18780) was used as reference gene (Supplementary Table 3). Oligonucleotides for qPCR were designed with the webtool QUANTPRIME^45^. Relative transcript abundance was determined by the comparative C_T_ method^46^. Polysomes from *35S::HF-RPL18* plants (15 DAS) were immunoprecipitated using powdered tissue and extracted in polysome extraction buffer as previously described^47^,^48^.

### Gene expression analysis

For microarray experiments total RNA was isolated from 4-h mock or 15 μM estradiol-treated *KUA1-IOX* plants. Two independent biological replicates for each treatment were used for hybridization to *Arabidopsis* whole-genome Affymetrix ATH1 GeneChip (ATLAS Biolabs). Expression data were submitted to the NCBI Gene Expression Omnibus (GEO) repository ( www.ncbi.nlm.nih.gov/geo/) under accession number GSE50520.

### ChIP assay

*35S:KUA1-GFP*/*kua1-1* plants were grown for 12 days on MS media. Whole-shoot tissue was fixed with formaldehyde and for the ChIP assay the EpiQuick kit (Epigentek Group Inc, NY, USA) was used as described in Lai *et al.*^25^

### Motif analysis and EMSA

To identify conserved promoter motifs among the differentially expressed *Prx* genes, 1,000-bp upstream sequences were extracted using Phytozome^49^. Promoter analysis was performed using the MEME program with the following settings: one or more occurrences per sequence, a 6-base motif length, and 15 as the minimum number of sites to be detected in all promoters tested^32^. Next to that, the AGI codes of the *Prx* genes were used as a query set for TAIR motif analysis ( www.arabidopsis.org). Motifs reported by both tools were compared with known *cis*-regulatory elements using the webtool ATCOECIS^50^. Subsequently, several motifs were tested empirically by using an EMSA as previously described^51^.

In short, the CDS of KUA1 was cloned into the pF3A WG Flexi vector (Promega), which contains translation enhancer sequences from the barley yellow dwarf virus (BYDV), an RNA plant virus, that facilitates *in vitro* expression of proteins in wheat germ extracts. For the *in vitro* expression, 5.0 μg of plasmid DNA was added to TNT SP6 High Yield Wheat Germ Mastermix (Promega) containing 1 μl FluoroTec Green Lys (Promega). After 2 h of incubation at 30 °C, synthesized protein was analysed by SDS-PAGE and detection was performed with a Typhoon Scanner (GE Healthcare).

For gel-shift assays, Cy5-labelled probes were generated based on 35–40 bp long regions derived from the *Prx* promoters (Supplementary Table 3). DNA probes were established by annealing forward and reverse oligonucleotides in equal-molar ratios and slowly cooling them down from 95 to 30 °C. Probes were diluted to a final concentration of 500 fmol and kept in amber tubes until use. Binding reactions were performed using the LightShift Chemiluminescent Assay Kit (Pierce, Rockford, USA). The incubated protein-DNA mixture was separated on a 5% native polyacrylamide gel after which the Cy5 signal was captured using a Typhoon Scanner.

### Peroxidase activity assay and ROS quantification

Proteins were extracted from leaves according to Bindschedler *et al.*^52^ Peroxidase activity was determined spectrophotometrically at 405 nm using 2,2′-azino-bis(3-ethylbenzothiazoline-6-sulphonic acid) diammonium salt as a substrate. Determination of H_2_O_2_ was done by using the Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (Invitrogen) as described previously^25^. NBT staining and measurement of superoxide levels were done according to Tsukagoshi *et al.*^18^

### Cell wall biochemical analysis

For cell wall analysis, the first leaf pair of soil-grown plants at 15 DAS was extracted, and crude cell wall material of six independent biological replicates was used for neutral sugar analysis, uronic acid and cellulose measurements as described^53^.

### Transactivation assay

A 1-kb promoter fragment of *Prx7* was amplified and cloned into the p2GWL7.0 vector^43^. Furthermore, a *35S:KUA1* and *35S:GAD:KUA1* fusion constructs (the latter containing the GAL4 activation domain) were created as described before^54^. Subsequently, protoplast transformation and measurement of luciferase signal were done as reported previously^41^.

## Author contributions

J.H.M.S. and B.M.-R. designed the experiments. D.L. and J.H.M.S. performed most experiments and data analyses, T.W. and S.P. performed cell wall analysis, D.L., B.M.-R. and J.H.M.S. wrote the manuscript; J.H.M.S. and S.P. revised the manuscript.

## Additional information

**Accession codes**: The microarray expression data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE50520.

**How to cite this article:** Lu, D. *et al.* Transcriptional control of ROS homeostasis by KUODA1 regulates cell expansion during leaf development. *Nat. Commun.* 5:3767 doi: 10.1038/ncomms4767 (2013).

## Supplementary Material

Supplementary Figures, Tables and Reference Supplementary Figures 1-6, Supplementary Tables 1-3 and Supplementary Reference.

Supplementary Data 1 Indentification of KUA1 regulon. Genes differentially expressed upon induction of KUA1. Results are based on two biological replicates.

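Supplementary Data 1 gives a fold change for each gene, with a minus sign where the signal was lower after estradiol. Its 107 rows of higher and 92 rows of lower genes stand for 104 and 89 probe sets, because some probe sets match several genes. For 189 of the 193 probe sets the paper's value lay within 0.02 log2 units of the ratio of the mean linear signals of the 2 groups, against 86 for the ratio of geometric means. KUA1, for example, has a ratio of linear means of 14.1 and of geometric means of 13.6. Of the 4 others, the difference was largest for Prx57, whose paper's fold is -2.00, where the ratio of linear means was -1.76. The remaining ones were Prx35, ADF8 and a probe set that matches several genes.
All 193 probe sets had the paper's direction, and in 189 the 2 groups did not overlap. Past 2-fold with P below 0.05 in the methods' t-test were 79 of the 193 on log2 signals and 67 on linear signals. Only 18 of the 193 were dim in both groups, whereas of 184 probe sets past the criterion that Supplementary Data 1 does not list, 173 were dim in both.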

## Figures and Tables

**Figure 1:**
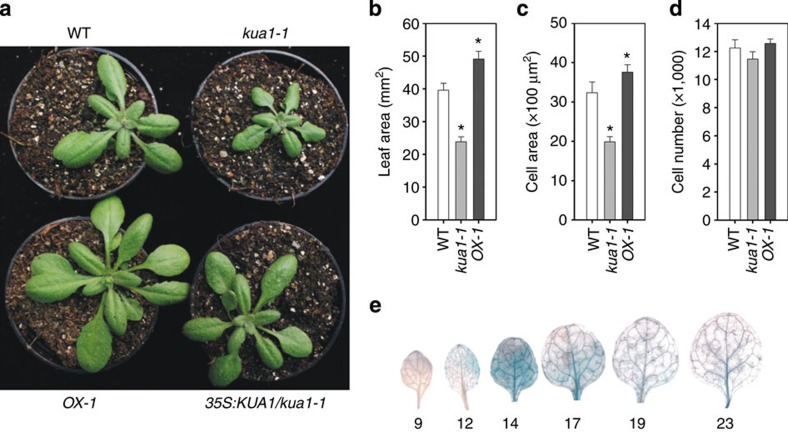
KUA1 is a positive regulator of cell expansion. (**a**) Images of 28-day-old wild type (WT), *kua1-1*, *35S:KUA1* *(OX-1)* and *35S:KUA1/kua1-1* plants, respectively. (**b**–**d**) Measurements of (**b**) leaf size, (**c**) mesophyll cell size and (**d**) cell number. Values represents means±s.d. (*n*=20). *P<0.05, Student’s *t*-test. Leaf and cell size data for a second independent overexpression line (*OX-2*) and the complementation line (*35S:KUA1/kua1-1*) is shown in Supplementary Fig. 1. (**e**) *pKUA1::GUS* expression pattern during leaf development. Activity is observed starting at the tip on day 12 and is present throughout the leaf blade at day 14 but becomes restricted towards the base at day 17, overlapping with the phase of leaf expansion.

**Figure 2:**
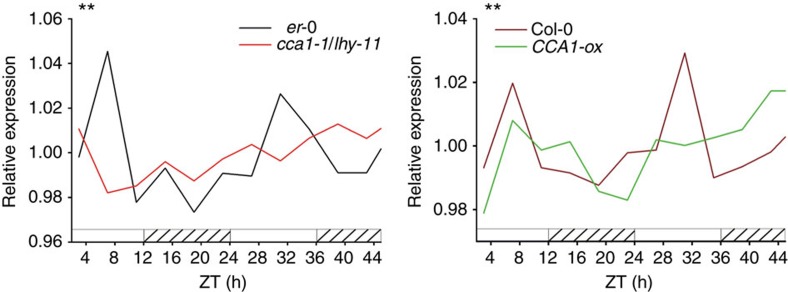
The circadian clock regulates the timing of *KUA1* expression. Expression profile of *KUA1* from 16-day-old plants entrained under 12-h light/12-h dark photocycles and transferred to constant light (LL). Sampling was performed every 4 h for three independent biological replicates. *CCA1-ox* is in the Col-0 background, and *cca1-1*/*lhy-11* is in the L*er*-0 background. Lines represent mean expression values in four genotypes: Col-0, *CCA1-ox*, L*er*-0 and *cca1-1*/*lhy-11*. One-way ANOVA (effect of time in Col-0 and L*er*-0) for *KUA1* was significant (**P<0.01). White bars represent day, and striped bars the subjective night.

**Figure 3:**
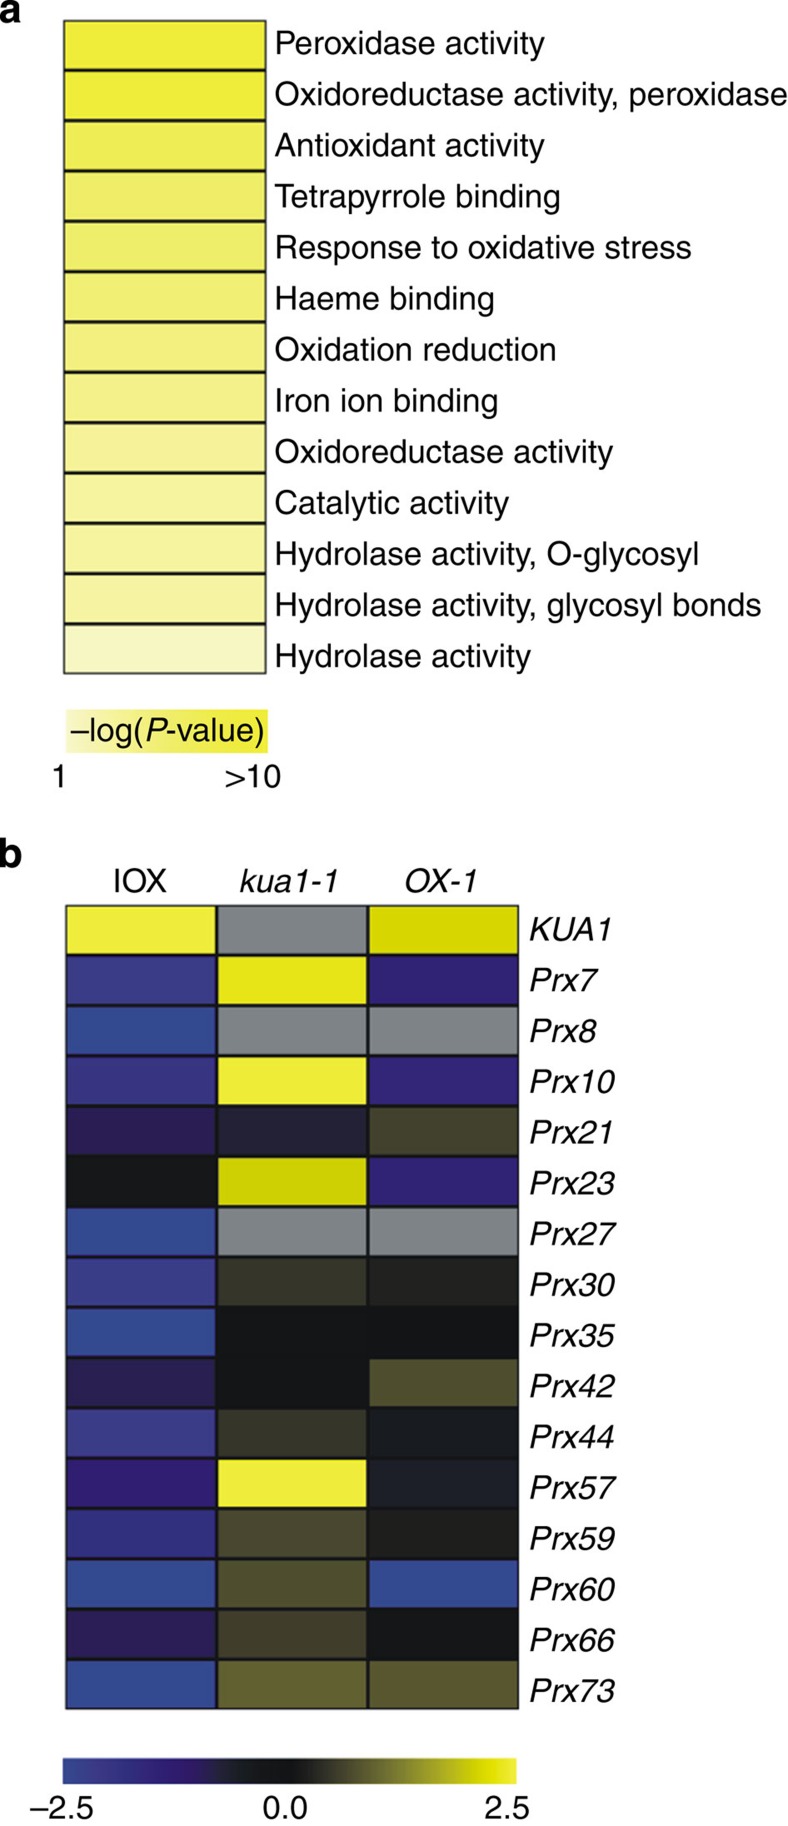
Identification of KUA1-regulated genes. (**a**) Enriched gene ontology (GO) categories among genes that are negatively regulated by KUA1. (**b**) Expression profile of *Prx* genes on alteration of *KUA1* expression levels as determined by qRT-PCR. Data represent mean ΔΔCT from three independent biological replicates (see Supplementary Table 2). Yellow indicates an increase in expression, blue indicates a decrease in expression; scale bar shows Log_2_ fold changes (FC). Naming of peroxidase genes after Valério *et al.*^36^

**Figure 4:**
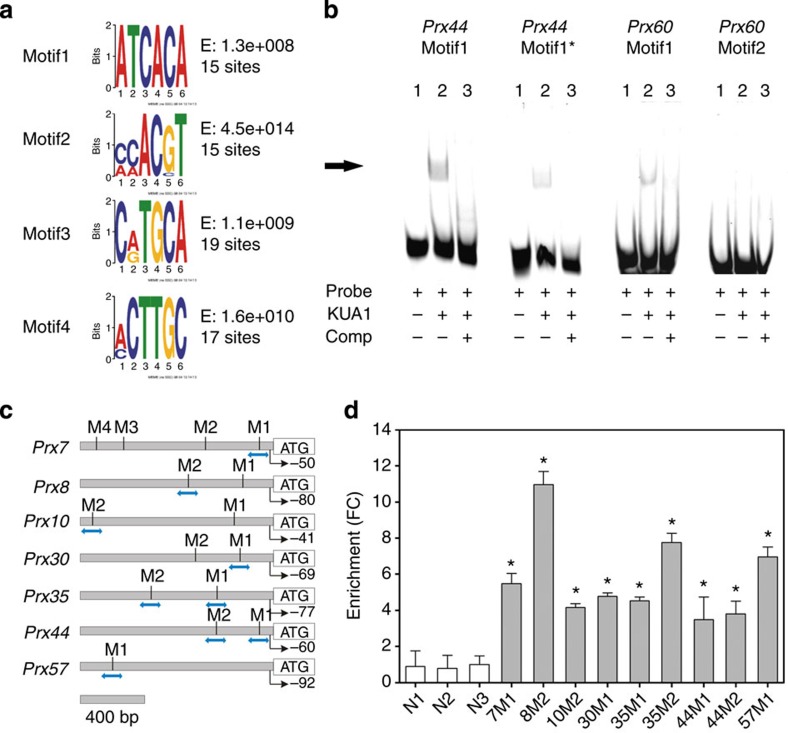
KUA1 is a direct negative regulator of peroxidase gene expression. (**a**) Identified 6-mer motifs (Motif1-4) enriched in upstream promoter sequences of the differentially expressed *Prx* genes in *KUA1-IOX* microarray experiment, as detected by the MEME Suite and TAIR motif finder. Indicated are the E-value, representing the statistical significance of the motif, and the number of sites contributing to the construction of the motif^32^. (**b**) EMSA performed with probes for Motif1 and Motif2 (A). Incubation of KUA1 protein with oligonucleotides spanning Motif1 from the promoters of *Prx44* or *Prx60* causes a band shift (arrow), which disappears on competition (‘comp’) with unlabelled probe (100-fold molar excess). A mutation in Motif1 from *Prx44* (Prx44 Motif1*) from ATCACA to GTCACA reduced binding affinity. No retention was observed with probes based on Motif2 from *Prx60*. (**c**) KUA1-binding sites (M; as based on Motif1) in upstream promoter regions of selected *Prx* genes. Blue arrows indicate amplified regions in ChIP-qPCR experiments. Positions of the transcriptional start sites are indicated by arrows with turning lines. (**d**) ChIP-qPCR results from *35S:KUA1-GFP*/*kua1-1* plants for seven *Prx* promoters and three negative controls. M1 and M2 represent KUA1 binding sites as shown in **c**; *Prx* genes are indicated by numbers. N1, N2 and N3 represent genomic control regions lacking KUA1 binding sites. Values represent average enrichment (FC) of three independent biological replicates. The amounts of immunoprecipitated genomic DNA were normalized to the input fraction. The fold enrichments for immunoprecipitation of the KUA1-GFP DNA complex by an anti-GFP antibody were calculated over control (IgG precipitated) samples for each analysed region. *P<0.05, Student’s *t*-test. Error bars indicate s.e. (*n*=3).

**Figure 5:**
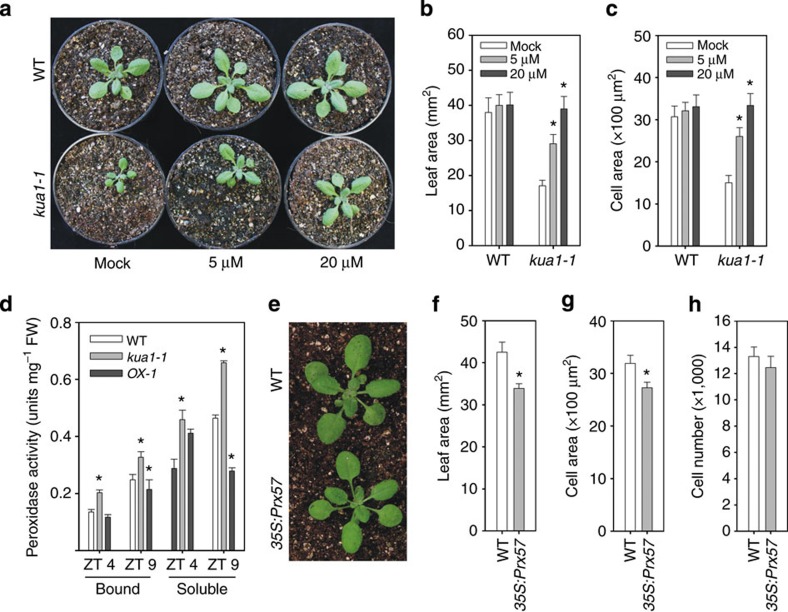
Peroxidase activity is a major determinant of cell size. (**a**) Images of 22-day-old wild-type (WT) and *kua1-1* plants treated at day 14 with SHAM. (**b**–**c**) Measurements of (**b**) leaf size and (**c**) cell size. Values represents means±s.d. (*n*=20). *P<0.05, Student’s *t*-test. (**d**) Peroxidase activities of ionically bound and soluble protein fractions were determined for wild type (WT), *kua1-1* and *35S:KUA1* at ZT4 and ZT9. Values represent means±s.d. (*n*=4). *P<0.05, Student’s *t-*test. FW, fresh weight. (**e**) Images of 22-day-old wild-type (WT) and *35S:Prx57* plants. (**f**–**h**) Measurements of (**f**) leaf size, (**g**) mesophyll cell size and (**h**) cell number. Values represent means±s.d. (*n*=20). *P<0.05, Student’s *t*-test.

**Figure 6:**
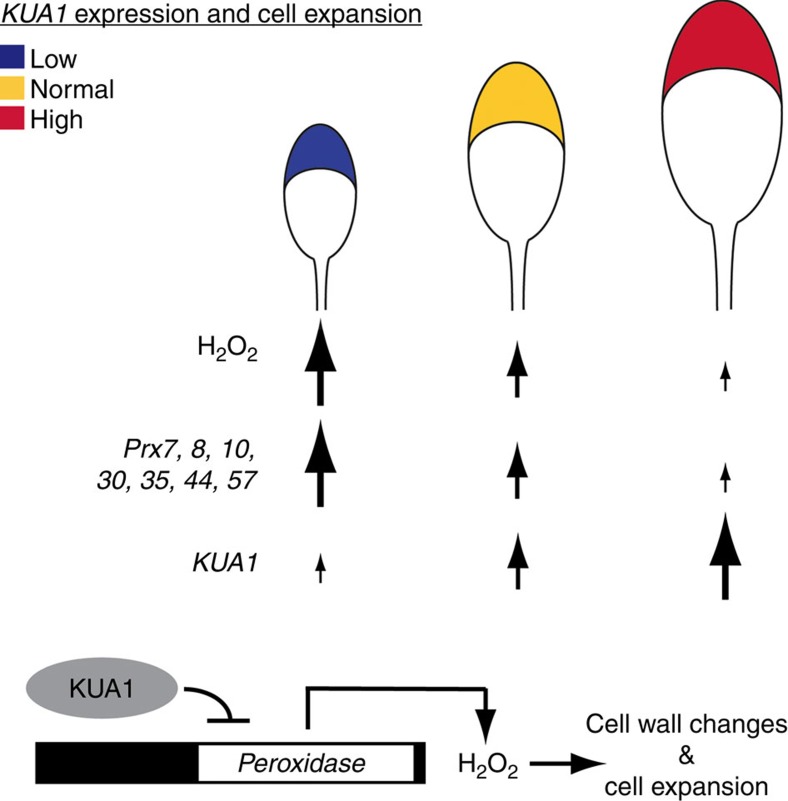
Proposed model of KUA1-dependent regulation of leaf cell size. In this model, the expression level of *KUA1* is positively correlated with whole-leaf and leaf cell size, but negatively with peroxidase activity. A high expression of *KUA1* (red) results in the repression of seven peroxidase *Prx* genes, which allows for cell expansion due to lower H_2_O_2_ levels and subsequently reduced crosslinking of the cell wall. In contrast, restriction of leaf size can be achieved by downregulation of *KUA1* (blue), which results in an increased peroxidase activity and a stiffening of the cell wall, inhibiting cell expansion.

**Table 1:** Cell wall composition is mildly affected by *KUA1* expression level.

	**WT**	***kua1-1***	***OX-1***	***35S:Prx57***
Cel	98.44±14.5	109.48±14.7	105.20±3.3	96.14±3.7
UAs	45.14±7.8	49.86±4.4	48.04±3.4	43.91±6.3
Rha	6.82±1.0	5.80±1.6	5.70±1.4	5.79±1.7
Fuc	1.15±0.1	0.93±0.2	1.05±0.2	1.02±0.3
Ara	7.89±1.0	6.88±1.2	7.34±1.5	7.94±2.0
Xyl	7.35±0.8	5.89±1.3	6.28±1.6	6.13±1.8
Man	2.55±0.4	1.83±0.5	2.18±1.0	1.97±0.5
Gal	16.51±1.9	16.88±3.0	16.62±2.8	15.70±3.4
Glc	8.46±1.3	11.40±4.1	**13.98±2.8**	8.56±2.2

Ara, arabinose; Cel, cellulose; Fuc, fucose; Gal, galactose; Glc, glucose; Man, mannose; Rha, rhamnose; UAs, uronic acids; Xyl, xylose.

First leaves were collected at 18 DAS and extracted. Values are displayed as μg/mg dry weight±s.d. *N*=6 biological reps, each with three technical reps. Bold values indicate *P<0.01, two-tailed *t*-test.

# Supplementary material for: Transcriptional control of ROS homeostasis by KUODA1 regulates cell expansion during leaf development
**Source:** Nat Commun. 2014 May 7;5:3767. doi: 10.1038/ncomms4767
**Supplement:** Supplementary Figures, Tables and Reference — Supplementary Figures 1-6, Supplementary Tables 1-3 and Supplementary Reference.

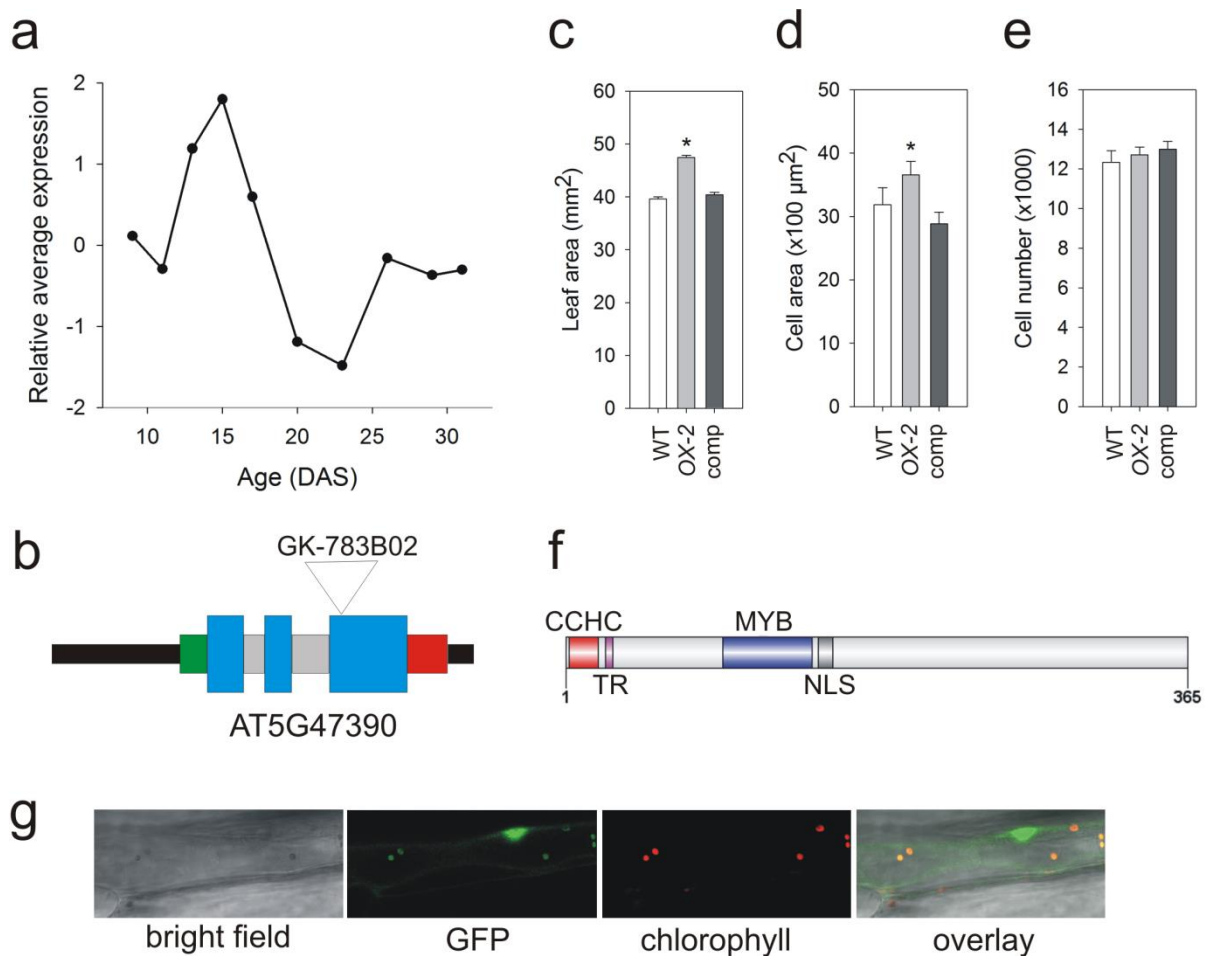

Supplementary Figure 1 | Identification of KUA1 and its role during leaf growth.

(a) Expression profile of *KUA1* during the development of the first leaf pair. Data were extracted from Beemster et al. (2005). Values represent the average relative expression level during leaf development. Days 12 to 17 correspond to the expansion phase. DAS, days after sowing. (b) Figure indicating the position of the T-DNA insertion site in the *kua1-1* mutant. Blue boxes: exons; green: 5' UTR; grey: introns; red: 3' UTR. (c-e) Measurements of (c) leaf area, (d) mesophyll cell size, and (e) cell number of wild type, a second independent 35S:*KUA1* line (OX-2) and the complementation (comp) line. Data were determined on first-pair leaves at 22 DAS. Values represent means $\pm$ SD (n = 20). * $P < 0.05$, Student's *t* test. (f) Scheme representing the KUA1 protein containing a CCHC zinc finger domain, a transcriptional repression (TR) domain (Ikeda et al., 2009), the MYB domain (MYB), and a nuclear localization signal (NLS). The KUA1 protein has 365 amino acids. (g) Subcellular localization of KUA1 in plants. The *kua1-1* mutant was transformed with a 35S:*KUA1*-GFP construct. Green fluorescence indicates GFP, red signal indicates auto-fluorescence of chloroplasts.

a *CCA1*

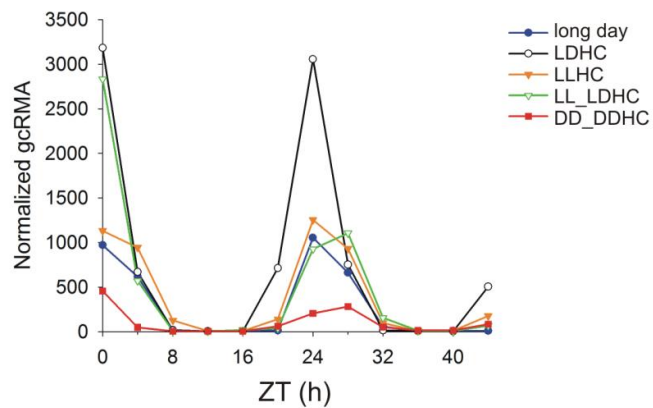

KUA1

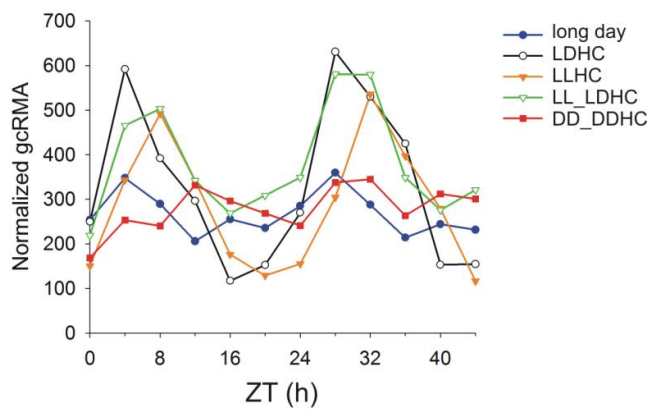

b

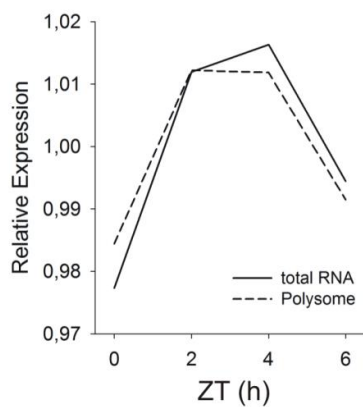

Supplementary Figure 2 | Diurnal regulation of *KUA1* expression.

(a) Expression profiles of *CCA1* and *KUA1* grown in diurnal (long day = 16 h : 8 h, light : dark; LDHC = 12 h : 12 h, light : dark; LLHC = constant light) or circadian conditions (LL_LDHC = release into constant light after growth in LDHC; DD_DDHC = release into constant darkness after constant darkness). gcRNA refers to Genechip Robust Multiarray Averaging of values. Data were extracted from webtool DIURNAL (Mockler et al., 2007). ZT

0 represents start of the day (onset of light). **(b)** Morning expression profile of *KUA1* obtained from 15-day-old soil-grown Col-0 plants under a 16-h light/8-h dark photocycle. Expression profiling was performed both on total RNA as well as on the polysome-bound mRNA fractions. For each time point, data represent the means of three biological replicates.

a

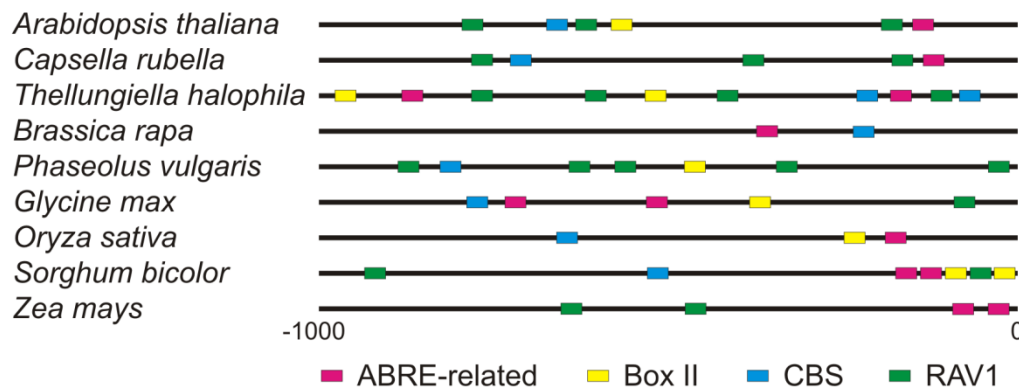

b

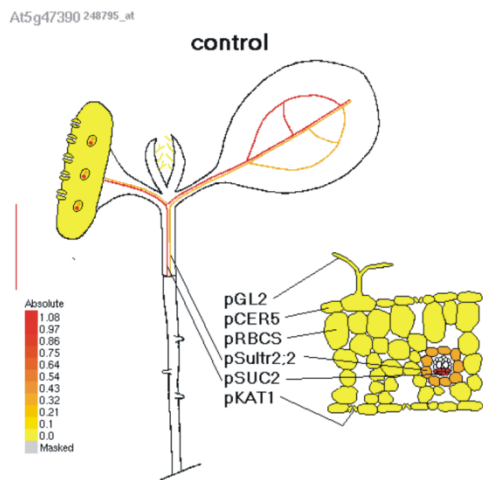

c

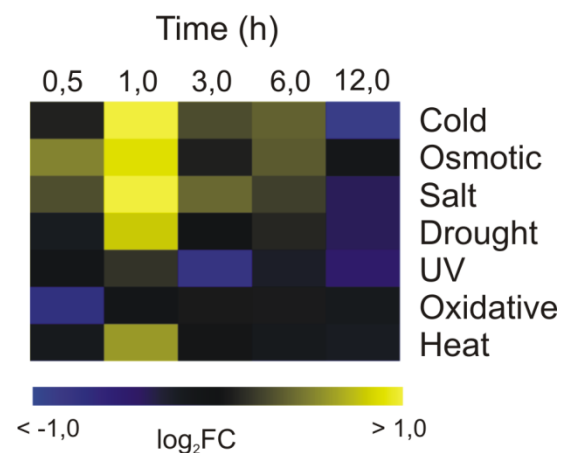

Supplementary Figure 3 | *KUA1* promoter analysis and expression response to abiotic stress.

(a) Shown are *cis*-elements that are present in the promoter of *KUA1* and its orthologs from *Capsella rubella* (Carubv10026634m), *Thellungiella halophila* (Thhalv10000932m), *Brassica rapa* (Bra022127), *Phaseolus vulgaris* (Phvul.003G222900), *Glycine max* (Glyma17g15330), *Oryza sativa* (Os01g09280), *Sorghum bicolor* (Sb01g029020) and *Zea mays* (GRMZM2G034110). Shown are the first 1000 bp upstream of the transcription start site for each gene. Boxes indicate the position of the respective *cis*-elements, including the ABRE-motif (pink), Box II (yellow), CBS motif (blue) and the RAV1 binding site (green). (b) Relative mRNA abundance of *KUA1* in cell-type specific leaf translomes of Arabidopsis as visualized by the eFP platform (efp.ucr.edu\; Mustroph et al., 2009). Notably, *KUA1* mRNA is most abundant in companion cells (pSUC2). (c) *KUA1* expression is modulated during different types of abiotic stresses. Heatmap represent the log₂FC change in expression and is based on microarray data from Killian et al. (2007). Experiments were performed on 18 day old plants with cold treatment at 4°C, 300 mM mannitol treatment for osmotic stress and 150 mM NaCl for salt stress, exposure to drought or UV-light for 15 minutes, oxidative stress was induced by exposure to 10 µM methyl viologen, heat treatment was performed at 38°C.

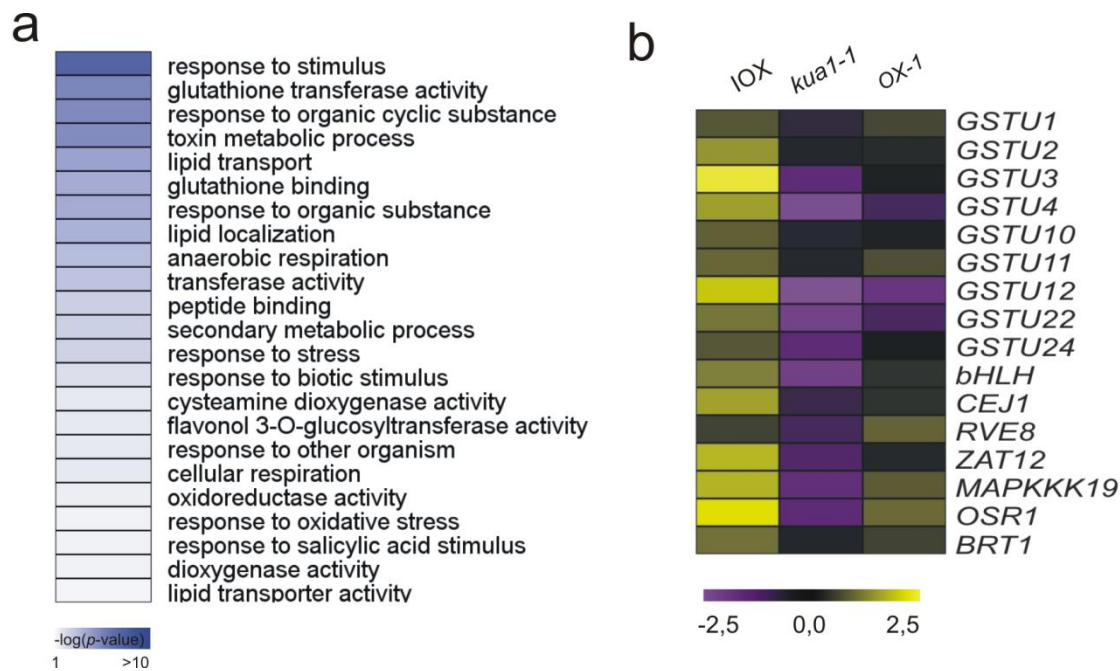

Supplementary Figure 4 | Genes upregulated by KUA1.

(a) Enriched Gene Ontology (GO) categories among genes that are positively regulated by KUA1. (b) Expression profile of KUA1 upregulated genes as determined by qRT-PCR. Yellow indicates an increase in expression, purple indicates a decrease in expression; scale bar shows $\log_2$ fold changes (FC). For the *KUA1-IOX* line (IOX), 15-day-old seedlings were treated for 4 h with estradiol and compared to mock-treated seedlings. For *kua1-1* and the overexpression line *OX-1*, leaves from 15-day-old soil grown plants were used for expression profiling and compared to WT.

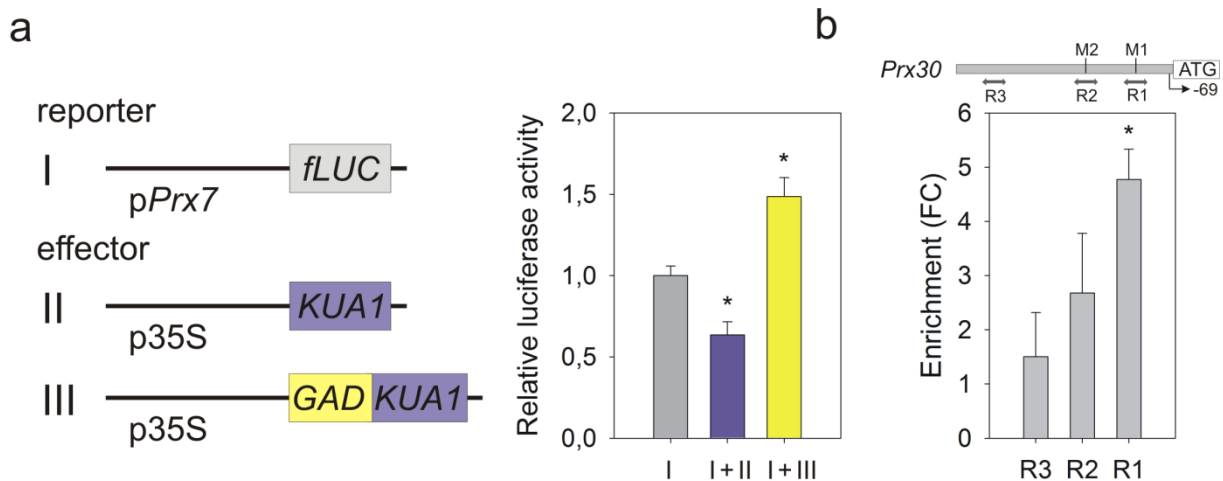

Supplementary Figure 5 | KUA1 acts as a transcriptional repressor.

(a) Transactivation assay to test the ability of KUA1 to repress gene expression via interaction with the promoter of *Prx7* in Arabidopsis protoplasts. On the left a schematic representation of the reporter and effector constructs is given. (I) The promoter of *Prx7* was cloned in front of the firefly luciferase gene as reporter, (II) effector construct containing the KUA1 CDS under the control of the CaMV 35S promoter, and (III) an effector that contains the KUA1 CDS in fusion with the yeast GAL4 activation domain (GAD). On the right the relative luciferase signal detected after transformation with the respective constructs is shown. Co-transformation of the *Prx7* reporter with KUA1 resulted in a repression of the luciferase signal while incubation with the GAD:KUA1 fusion resulted in a significant activation of the reporter. $n = 4$. An asterisk (*) indicates a significant difference ($P \leq 0.05$, Student's t test) to the luciferase signal obtained with the reporter construct only. **(b)** ChIP promoter scanning results for *Prx30*. A schematic overview is given for the first 1200 bp upstream of the transcription start site of *Prx30* and the three tested regions are indicated as R1 to R3. Of note, R1 corresponds to the region shown in Fig. 4d. Values represent average enrichment (FC) of three independent biological replicates. The amounts of immunoprecipitated genomic DNA were normalized to the input fraction. The fold enrichments for immunoprecipitation of the KUA1-GFP DNA complex by anti-GFP antibody were calculated over control (IgG precipitated) samples for each analyzed region. * $P < 0.05$, Student's t test. Error bars indicate SE.

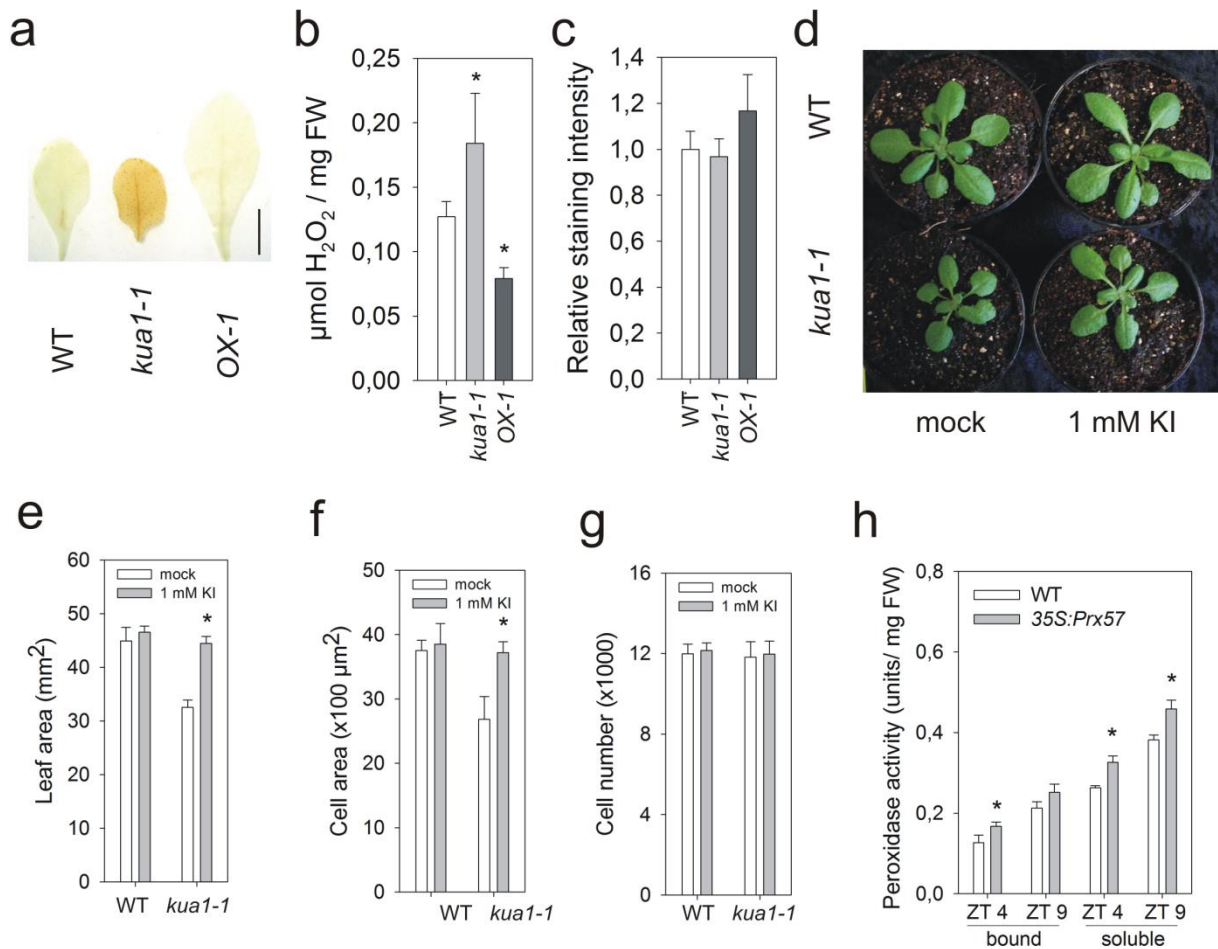

Supplementary Figure 6 | *kua1-1* mutants have increased H₂O₂ levels and scavenging reverts the reduced-growth phenotype.

(a) DAB stain for hydrogen peroxide in wild type (WT), *kua1-1* and the overexpression line OX-1. Shown are cleared leaves of 28-day-old soil-grown plants that were collected in the morning. (b) H₂O₂ levels in wild type, *kua1-1* and 35S:*KUA1*. Values represent mean concentrations of three independent biological replicates. Asterisks indicate significant difference (Student's *t* test; *P < 0.05). (c) Levels of superoxide are shown as relative staining intensity for nitroblue tetrazolium (NBT) in leaves of WT, *kua1-1* and OX-1. (n = 20). Data were normalized to the mean staining intensity obtained for WT leaves. (d) Images of 22-day-old WT and *kua1-1* plants treated at day 14 with a foliar spray of 1 mM KI solution. Similar results were obtained with 0.5 mM KI. (e-g) Measurements of (e) leaf area, (f) mesophyll cell size and (g) cell number after KI treatment. Data were determined on first-pair leaves from 22-day-old plants. Values represent means ± SD (n = 20). *P < 0.05, Student's *t* test. (h) Peroxidase activity of the ionically bound and soluble protein fractions from cell wall extracts were determined for wild-type (WT) and 35S:*Prx57* plants at ZT4 and ZT9. Proteins were extracted from leaves of 15-day-old soil grown plants. Values represent means ± SD (n = 3). *P < 0.05, Student's *t* test.

Supplementary Table 1 | GO Enrichment Analysis of Genes Differentially Expressed upon the Induction of *KUA1*

GO term	Enrichment	p-value	Subset ratio	Description
**DOWNREGULATED GENES**				
<i>Molecular function</i>				
GO:0004601	4,98	8,77E-12	13 %	peroxidase activity
GO:0016684	4,98	8,77E-12	13 %	oxidoreductase activity, acting on peroxide as acceptor
GO:0016209	3,70	1,30E-7	13 %	antioxidant activity
GO:0046906	2,97	1,58E-6	15 %	tetrapyrrole binding
GO:0020037	2,95	7,22E-6	14 %	heme binding
GO:0005506	2,61	8,75E-5	14 %	iron ion binding
GO:0016491	1,85	4,56E-4	20 %	oxidoreductase activity
GO:0003824	0,78	0,0010	55 %	catalytic activity
GO:0004553	2,74	0,0012	10 %	hydrolase activity, hydrolyzing O-glycosyl compounds
GO:0016798	2,68	0,0017	10 %	hydrolase activity, acting on glycosyl bonds
GO:0016787	1,13	0,04	24 %	hydrolase activity
<i>Biological process</i>				
GO:0006979	3,23	1,75E-6	14 %	response to oxidative stress
GO:0055114	2,24	2,58E-5	20 %	oxidation reduction
<i>Cellular compartment</i>				
GO:0012505	1,34	7,39E-6	38 %	endomembrane system
GO:0005618	2,28	3,85E-4	14 %	cell wall
GO:0030312	2,23	5,56E-4	14 %	external encapsulating structure
GO:0005576	2,29	0,01	10 %	extracellular region
GO:0009535	2,69	0,01	8 %	chloroplast thylakoid membrane
GO:0031984	2,49	0,02	8 %	organelle subcompartment
GO:0044434	1,62	0,03	14 %	chloroplast part
GO:0010598	5,99	0,03	2 %	NAD(P)H dehydrogenase complex (plastoquinone)
GO:0044435	1,54	0,04	14 %	plastid part
**UPREGULATED GENES**				
<i>Molecular function</i>				
GO:0004364	5,11	3,48E-6	6 %	glutathione transferase activity
GO:0043295	5,87	1,01E-4	4 %	glutathione binding
GO:0016765	3,76	9,33E-4	6%	transferase activity
GO:0042277	4,72	0,0027	4 %	peptide binding
GO:0047800	6,79	0,02	2 %	cysteamine dioxygenase activity
GO:0047893	6,79	0,02	2 %	flavonol 3-O-glucosyltransferase activity
GO:0016702	4,84	0,03	3 %	oxidoreductase activity
GO:0051213	4,61	0,04	3 %	dioxygenase activity
GO:0005319	4,53	0,05	3 %	lipid transporter activity
<i>Biological process</i>				
GO:0042221	1,67	1,33E-8	37 %	response to chemical stimulus
GO:0050896	1,32	4,51E-8	47 %	response to stimulus
GO:0014070	3,86	4,98E-6	9 %	response to organic cyclic substance
GO:0009404	5,17	6,28E-6	6 %	toxin metabolic process
GO:0009407	5,17	6,28E-6	6 %	toxin catabolic process

GO:0006869	3,81	4,27E-5	8 %	lipid transport
GO:0010876	3,65	1,01E-4	8 %	lipid localization
GO:0010033	1,66	1,02E-4	24%	response to organic substance
GO:0009061	5,59	5,36E-4	4 %	anaerobic respiration
GO:0019748	2,38	0,003	11 %	secondary metabolic process
GO:0006950	1,25	0,0033	27 %	response to stress
GO:0009607	1,83	0,01	15 %	response to biotic stimulus
GO:0051707	1,76	0,02	14 %	response to other organism
GO:0045333	3,64	0,02	5 %	cellular respiration
GO:0006979	2,44	0,04	8 %	response to oxidative stress
GO:0009751	3,00	0,04	6 %	response to salicylic acid stimulus
<i>Cellular compartment</i>				
GO:0005886	1,10	0,01	23 %	plasma membrane

Supplementary Table 2 | Gene Expression Confirmation by qRT-PCR

Gene	<i>IOX</i>	<i>kua1-1</i>	<i>OX-1</i>
KUA1	**3.78**	n.d.	**2.11**
DOWNREGULATED GENES			
Prx7	**-2.19**	**2.31**	**-1.51**
Prx8	**-6.29**	n.d.	n.d.
Prx10	**-1.98**	**2.45**	**-1.58**
Prx21	-0.95	-0.74	0.57
Prx23	0.06	**2.02**	**-1.51**
Prx27	**-2.67**	n.d.	n.d.
Prx30	**-2.22**	0.43	0.22
Prx35	**-3.75**	-0.08	-0.01
Prx42	-0.90	-0.06	0.71
Prx44	**-2.19**	0.44	-0.47
Prx57	**-1.35**	**3.40**	-0.77
Prx59	**-1.83**	0.64	0.19
Prx60	**-3.79**	0.72	**-3.25**
Prx66	-0.95	0.53	-0.18
Prx73	**-2.85**	0.91	0.80
UPREGULATED GENES			
GSTU1	0.75	-0.68	0.56
GSTU2	**1.45**	-0.43	0.22
GSTU3	**4.49**	**-1.46**	-0.14
GSTU4	**1.56**	**-2.36**	-0.94
GSTU10	0.86	-0.51	0.07
GSTU11	0.93	-0.45	0.67
GSTU12	**1.95**	**-2.85**	**-1.71**
GSTU22	**1.11**	**-2.08**	-0.99
GSTU24	0.75	**-1.43**	0.00
bHLH	**1.22**	**-2.01**	0.33
CEJ1	**1.59**	-0.78	0.31
RVE8	0.52	-0.96	0.90
ZAT12	**1.79**	**-1.15**	0.18
MAPKKK19	**1.75**	**-1.53**	0.81
OSR1	**2.24**	**-1.42**	0.98
BRT1	**1.04**	-0.37	0.53

Data shown are mean ddC_T (Log2FC). Bold numbers indicate >2-fold changes that are significant ($P < 0.05$, Student's t test).

Supplementary Table 3 | Primers Used in This Study

Purpose	Name	Sequence (5'-3')
Genotype	G783B02-LP	TGAGGTTTGTTCCTTCTTCATTCA
	G783B02-RP	CAAGGCTGAGCTTAGACATACCAA
	GABI-BP	ATATTGACCATCATACTCATTGC
KUA1 cDNA cloning	35S:KUA1-F	<u>CACCATG</u> ACTCGTCGATGTTCTCA
	35S:KUA1-R	TTATAAAGCGTGTATCACGCTT
	35S:KUA1-R_NS	TAAAGCGTGTATCACGCTT
KUA1 promoter cloning	pKUA1-F	<u>CACCGTC</u> GCCTTACTATATGACCA
	pKUA1-R	ACCCGACCCGATTTGCTTCTCTTA
KUA1 inducible overexpression	IOX-F	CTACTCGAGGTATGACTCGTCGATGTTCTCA
	IOX-R	GTC <u>ACTAGT</u> GCTTATAAAGCGTGTATCACGCTT
EMSA probes	Prx44M1_F	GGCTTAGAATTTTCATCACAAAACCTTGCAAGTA
	Prx44M1_R	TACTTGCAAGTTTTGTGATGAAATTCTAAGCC
	Prx44M1*_F	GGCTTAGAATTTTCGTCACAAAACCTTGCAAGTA
	Prx44M1*_R	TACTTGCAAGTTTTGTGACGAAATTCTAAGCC
	Prx60M1_F	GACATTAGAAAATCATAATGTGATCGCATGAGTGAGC
	Prx60M1_R	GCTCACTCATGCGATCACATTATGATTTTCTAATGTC
	Prx60M2_F	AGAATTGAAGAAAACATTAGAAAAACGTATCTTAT
	Prx60M2_R	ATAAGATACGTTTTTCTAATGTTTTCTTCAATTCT
qRT-PCR	AT5G47390_F	TCGCTGGTGATGGTTACGCTTC
	KUA1 AT5G47390_R	TCCTCTGTCCATGGAGTTCCTTTC
	AT1G30870_F	CGGGATGTGATGCGTCTGTTCTTC
	Prx7 AT1G30870_R	TAGCCGGAGATCTTCTCTCTGTCC
	AT1G34510_F	CCGAACGGTTACTGCAGCATTG
	Prx8 AT1G34510_R	AGAGGGAAGCATCACAACTTTTG
	AT1G49570_F	AGAGAAGCTGTCGTCCTCACTG
	Prx10 AT1G49570_R	TCGCCGTTAATGAGTCCCTTCG
	AT2G37130_F	GCGAGAGACGGTATTGTCATGTTG
	Prx21 AT2G37130_R	CATCTCCCAAGTAGCTCCCTCTAC
	AT2G38390_F	TACTTCGGGACGTGCCCATTTG
	Prx23 AT2G38390_R	CGCTCTGGCTAATACAGCTCTTCC
	AT3G01190_F	AAATGTGTGACCACCGGAGAGG
	Prx27 AT3G01190_R	GGTGATGGCAAGTTGACTTCGTTG
	AT3G21770_F	ACTGCTAGAGACGCAGTTGTCTG
	Prx30 AT3G21770_R	TCCTACCGTCTCTTCTACCCGTTG
	AT3G49960_F	GATTGCTCTTTCAGCGGCTCAC
	Prx34 AT3G49960_R	AGTTGGGTCCACGGAGTTGATG
	AT4G21960_F	CAAGAACACCGCTTCTCTTGGC
	Prx42 AT4G21960_R	AAAGCGACGCATCACATGACTC
	AT4G26010_F	AATGCAAGCGTGAGAGGCTACG
	Prx44 AT4G26010_R	ATGCAGCCTCGAGCTGTCTCTTAG
	AT5G17820_F	TTTCCACGACTGTTTCGTTAAGGG
	Prx57 AT5G17820_R	ATTCCCTGACGCTTCCGTTTGG
	AT5G19890_F	TCGCCAAATTTGTAGCCGTAAACC
	Prx59 AT5G19890_R	TGTCCAAAGGTGTGAGCTCCTG
	AT5G22410_F	CAAAGATGACCGTCGCGGAAAC
	Prx60 AT5G22410_R	CACTCCAATCGTATGTCCACCAAG
	AT5G51890_F	CTTGTCTCTCGTACCGTGTCTTG
	Prx66 AT5G51890_R	TCCAATAAGGACCACCGGACAG
	AT5G67400_F	AGAGGACATGATCGCTCTTTCAGC
	Prx73 AT5G67400_R	TGTTGAACACTTTGCCACAATGGG
	AT2G29490_F	TCGATCAGACGTGGAAGAACAGTC
	GSTU1 AT2G29490_R	AAATCGAGCCATGGCCTTCTC
	AT2G29480_F	ATCCCTACGAGAAGGCCATGGTTC
	GSTU2 AT2G29480_R	AAGCCAACTGGTAGGATCTGCTC
	AT2G29470_F	CGACCAAACATGGACAAACAATCC
	GSTU3 AT2G29470_R	CCTGAGCCCTATCATTGTGACTTG
	AT2G29460_F	GATGAACAGGTTGGACCAGTAGC

GSTU4	AT2G29460_R	TGAGCCTCCTTGATTGCAACCTC
	AT1G74590_F	ACCAACAGGTGTTTGAGGTCATGG
GSTU10	AT1G74590_R	ACAGACTTTGCTTGAGCTTCACC
	AT1G69930_F	ACCGGCGTCAAGTTCATACATCC
GSTU11	AT1G69930_R	ACCGCTTCATGGGCGTAGAATC
	AT1G69920_F	GCTCACTTCGTTGACGGAAAGTTG
GSTU12	AT1G69920_R	AGTGCCGCTAGATTCTCCATCAG
	AT1G78340_F	TTGATTTCTGTGGACACCAAGCTG
GSTU22	AT1G78340_R	TTGGCTGTCTCTTGTTCTCTCC
	AT1G17170_F	TGCCAAATTCTGGGCCGACTTC
GSTU24	AT1G17170_R	TCACCTTTGACCGCCCAATCC
	AT1G10585_F	GGATCGAAGGATGCGCATGAAAC
bHLH	AT1G10585_R	AGGTGAGGCACTGGTAACTTGC
	AT3G50260_F	GGTGGTGCAGAACAAACGCG
CEJ1	AT3G50260_R	AATAACCCGCCGCCAAAGTCAC
	AT3G09600_F	ACTCTTCGTGGAGCAGAAGCTG
RVE8	AT3G09600_R	TGAAGCACTGGAGGCTGTTTAGC
	AT5G67080_F	ACGGCGTTAAATTACGGTGTGC
MAPKKK19	AT5G67080_R	AGATTCCGGCGCCATGTACAAC
	AT2G41230_F	ATGCAGTAGAAGCCTTCATGTCAC
OSR1	AT2G41230_R	CCCAACGACATGTTTCCTCCATC
	AT3G21560_F	ACGATGGAAGCTGTGTCTTCCG
BRT1	AT3G21560_R	TGTAAACGGCGTCCGTGACTTG
	AT3G18780_F	TCCCTCAGCACATTCCAGCAGAT
ACT2	AT3G18780_R	AACGATTCCTGGACCTGCCTCATC
ChIP assay	Prx7M1_F	ATGCAGGCAAGTCACTCGAATA
	Prx7M1_R	TGGGTTTGGAAACTAATGTGATG
	Prx8M2_F	AAAATCTCCACACTACCATGCAC
	Prx8M2_R	AAGTGGAGTGAAAACTGCAGAC
	Prx10M2_F	CATTTTCCATCATTTGGTTGTG
	Prx10M2_R	TACTCCGATCCCTCTCGATTTA
	Prx30M1_F	GCTGTTTTTGGCTTCTCATTTTA
	Prx30M1_R	GCCGAACAAAATGTTGTGTTTTT
	Prx35M1_F	GGATTCCACTTTTCATGTTTCGAC
	Prx35M1_R	AAGTAAATGTGGATTGCCAACAA
	Prx35M2_F	TATTAAGCATTGTGTGCGGAGTT
	Prx35M2_R	TGGGTTAGATTGTGATTGTTGGT
	Prx44M1_F	ATTTACGGGGGCTTAGAATTTCA
	Prx44M1_R	CCTTCCCTCTCCTGTGAATGATA
	Prx44M2_F	GGACGGCTGAAAAGAGGTATATG
	Prx44M2_R	CACGTCTATGTCGATAGGTGGAT
	Prx57M1_F	TCTTGTTCAAATGTTTTCGCTTT
	Prx57M1_R	TCTTGTTCAAATGTTTTCGCTTT
N1	AT4G23100_F	GGATTTGATTCCACCTACTAAGAA
	AT4G23100_R	TGGTTCTGATGAACGAAAATTG
N2	AT4G26850_F	TTTGTTTTGGTCTTTGCCTA
	AT4G26850_R	TCTTAGGTCCTTTCTTGTGGATT
N3	AT5G59720_F	TTTCTTAAATTCCAATTCCGACCT
	AT5G59720_R	CTCAGTGAAGCGGATCTTCTTG

Naming of peroxidase genes after Valério et al. (2004)¹.

Supplementary Reference

1. Valério, L., De Meyer, M., Penel, C. & Dunand, C. Expression analysis of the Arabidopsis peroxidase multigenic family. *Phytochemistry* **65**, 1331-1342 (2004).

How the deposited data were processed for this re-analysis (not part of the article)

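RNA of KUA1-IOX seedlings treated for 4 h with mock or 15 µM estradiol was hybridized to Affymetrix ATH1 arrays, 2 biological replicates per group. The authors deposited linear MAS5 signal intensities, 1 per probe set, each array scaled to a mean of 100.0 after leaving out the lowest and highest 2%. The version of MAS5 is not given in the sources used here, and no between-array step beyond the scaling is stated. All signals were above 0, so no offset was added before log2. The replicates are described as biological, and p-values measure the spread between these samples.

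From there, log2 signals of 22746 probe sets (64 control probe sets of 22810 left out) were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend, no block), and p-values were adjusted by the Benjamini-Hochberg method. What is called the paper's criterion here takes the paper's thresholds and applies them as the methods' t-test (equal variances, log2 signals, P below 0.05 unadjusted) together with at least 2-fold between geometric means, whereas the paper's folds follow the ratio of linear means. The scripts were tested on simulated data with the real signals' means and spread, 10 simulations of 200 changed probe sets among 22746. For estradiol against mock, limma at an adjusted p under 0.05 called 1.6% of 2-fold, 37.8% of 4-fold, 62.2% of 8-fold and 70.4% of 16-fold changes, and the paper's criterion found 30%, 73%, 85% and 92.4% of them. With no probe set changed, 187 to 232 probe sets, a median of 204, passed the paper's criterion, and limma called 0.

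Probe sets were named from the platform table and, where it lists none, from Supplementary Data 1. The platform table lists 14016 of the probe sets, 503 of them with several genes and 13513 with 1, of which 13367 have a locus, standing for 13217 genes. It does not list 8730 of the probe sets, of which Supplementary Data 1 names 78. The 109 that both name have the same locus in both. Lists were counted and tested over genes of the platform table alone, since the genes that Supplementary Data 1 names were chosen by the study on these samples.

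Before the data were examined, but with the paper's results from these same arrays known, 23 gene lists were fixed. The 9 with at least 5 measured genes were tested with camera (preset correlation 0.01, adjusted over the 9) and with Fisher's exact test, two-sided, over genes past the criterion. They are the class III peroxidases, GSTU genes, root hair genes, chlorophyll synthesis, hypoxia response, xenobiotic detoxification, expansins, XTH genes and MYB-like relatives of KUA1. The genes named in the text were set by rule. They are the genes of the paper's text and of Supplementary Table 2, whose values in the paper had been seen, the 10 probe sets in each direction called by limma or, as none was called, past the paper's criterion in order of limma p, and up to 4 members of each list with the smallest limma p. Where genes outside this rule are named, they were chosen after their values were seen. A group is called dim where its mean log2 signal is under the 40th percentile of all probe sets.

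Alternatives were quantile normalization, median scaling, log2(signal + 32), a floor at each array's 40th percentile, dim probe sets left out, limma without the intensity trend, a fit with the replicate number as a term, each array left out in turn, the methods' t-test on linear signals and after adjustment, 2-fold in each of the 4 comparisons of single arrays, camera with an estimated correlation, fry, and lists without the genes of Supplementary Data 1. The paper's qRT-PCR values were compared with the array values gene by gene. The promoter motif analysis, the EMSA and the ChIP measurements were not analysed here.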

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

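The 5 tests of explanations in this part, and their bounds, were chosen only after the results had been seen. Groups of 2 arrays are too small for a test of single arrays that stand apart. The paper's text does not discuss ICL or the genes of the hypoxia response and of xenobiotic detoxification, although Supplementary Table 1 lists toxin catabolic process and anaerobic respiration among upregulated genes. ICL, which Supplementary Data 1 does not list, had a log2 fold change of 3.89 past the paper's criterion, or 1.35 with dim signals raised to the 40th percentile, and the measured genes of the hypoxia response had a median of 0.57 and those of xenobiotic detoxification a median of 1.14.

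Hypoxia and detoxification genes were higher after estradiol as lists (camera, adjusted p = 3.81e-08 and 1.55e-07), and neither list passed with an estimated correlation (adjusted p = 0.244 for both). Without the genes of Supplementary Data 1, which the study chose on these arrays, the hypoxia median was 0.49 (camera, adjusted p = 1.23e-05). Too few detoxification genes were left for that test. The median of the hypoxia genes was 0.33 on log2(signal + 32), 0.36 without estradiol replicate 1 and 0.88 without estradiol replicate 2. Without estradiol replicate 1 a median of 0.36 remained, so the hypoxia list was also higher on estradiol replicate 2 than in mock. With 1 estradiol array left, that median cannot be told apart from a difference between single arrays. An effect of estradiol itself and one of KUA1 on these genes cannot be told apart, because 0 arrays are of estradiol-treated seedlings without the KUA1 construct.

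Root hair genes and root hair peroxidases were lower after estradiol as a list, with a median of -1.32 over 10 genes (camera, adjusted p = 3.81e-08, and adjusted p = 0.381 with an estimated correlation). The median was -0.49 on log2(signal + 32), -0.71 with the floor at the 40th percentile and -1.21 with dim probe sets left out. Without the genes of Supplementary Data 1, which the study chose on these arrays, too few root hair genes were left for camera. Of the 10 genes, 4 were dim in both groups, 1 passed the paper's criterion, and 9 had both estradiol arrays under both mock arrays, against 16.7% by chance. Mock replicate 2 had higher signals of these genes than mock replicate 1, by a median of 1.02 log2 units. Without mock replicate 2 a median of -0.71 remained, so the list was also lower after estradiol when set against mock replicate 1. That median is smaller in size than the difference between the 2 mock arrays. With 1 mock array left, it cannot be told apart from a difference between single arrays. A smaller share of root tissue in the estradiol-treated seedlings cannot be told apart from a lower expression in root hairs, because PYK10, at -0.23, is the only 1 of 26 genes of other root cell types that the platform table matches to a probe set, and the others can be on the array unnamed. An effect of KUA1 on root hair genes stays open as well.

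Some dim probe sets lay at least 20-fold apart between the groups without overlap. There were 6, of which Prx8, Prx35 and ADF8 were lower after estradiol, and At5g49590, At4g12580 and At2g15190, named after their values were seen, were higher. Of the other 2 ways to divide the 4 arrays into groups, the highest gave 4 such probe sets, and 3 ways in all are too few for a share under 0.05. Noise of dim signals cannot be told apart from a real difference here, because 4 is fewer than 6 by a margin that 3 ways cannot test. The paper's qRT-PCR of other seedlings gives lower values for Prx8 and Prx35 as well, with log2 fold changes of -6.29 and -3.75, and holds none for ADF8.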

How the results depend on the processing

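The crossed pairing, the only alternative here that was chosen after seeing the data, was added because the replicate differences of the 2 groups correlated at -0.13 over all probe sets and at -0.30 over those at or above the 40th percentile. As a block it gave 3 probe sets called higher by limma, KUA1, CNI1 and At2g36220, and 80 higher, 72 lower, 0 peroxidases lower and 0 GSTU genes higher past the paper's criterion. Limma called 0 in both directions under every other setting. The direction of all 32 named genes past the criterion was the same under every setting that gave a value. The criterion passes only genes whose 2 groups do not overlap, so leaving out an array could not reverse them. Of the 96 named genes, 9 changed sign under some setting, none of them past the criterion. For the other results the cause of a change was not tested. Past the paper's criterion were 143 probe sets higher and 120 lower, with 30 and 6 on log2(signal + 32), 55 and 22 with the floor, 56 and 20 with dim probe sets left out (fewer probe sets tested), and 0 and 0 after Benjamini-Hochberg adjustment. With the replicate block they were 74 and 70, with 0 peroxidases lower, 1 higher (Prx58) and 0 GSTU genes; the numbers tie no samples together. Leaving out 1 array gave 90 to 158 higher, 72 to 135 lower, 0 to 4 peroxidases lower, 0 to 2 higher and 0 to 1 GSTU genes. Where 1 array is left out, the lone array of its group is assumed to vary like the other group. A gene can miss the criterion there through the smaller number of arrays alone. Peroxidases lower were 1, Prx8, with 2, Prx8 and Prx35, under median scaling, 2 at 2-fold in each comparison of single arrays, and 0 on log2(signal + 32), with the floor, with dim probe sets left out, on linear signals and after adjustment. GSTU genes higher were 1, with 0 on log2(signal + 32) and after adjustment.

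The peroxidases' median was -0.11, and -0.15 with the floor or with dim probe sets left out, where camera passed (adjusted p = 0.0157 and 0.0270); with an estimated correlation and with fry, each run only in the setting of the main text, the list did not pass (adjusted p = 0.559 and 0.508). Leaving out 1 array gave medians of -0.16 to 0.10 for peroxidases, -0.46 to 0.17 for GSTU genes, -0.39 to -0.022 for expansins and -0.28 to 0.19 for MYB-like relatives of KUA1. Camera calls lost with an estimated correlation were those of root hair genes (-1.32, adjusted p = 0.381), chlorophyll synthesis (-0.54, 0.244), hypoxia response (0.57, 0.244), xenobiotic detoxification (1.14, 0.244) and expansins (-0.26, 0.559). With fry, the calls of root hair genes, chlorophyll synthesis, hypoxia response and expansins were lost, and XTH genes (-0.19) passed. Expansins also missed the threshold without the intensity trend and, at -0.24, without the genes of Supplementary Data 1. Root hair and detoxification lists kept too few genes for that last test. The ATCACA motif alternatives were not run, since no genome was used here. Precision is limited by 2 arrays per group and by dim signals, without detection calls.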

Differences from the paper's values

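Of the peroxidase genes on the platform table, the paper's Supplementary Data 1 lists 9 as lower, where 1 passed the 2-fold and P criterion here. None of the 14 alternatives set before the data were examined brought the count within 1.5 times of the paper's, with 4 as the most, Prx7, Prx8, Prx35 and Prx66, without mock replicate 1. Prx35 was also past it under median scaling and at 2-fold in each comparison of single arrays. The thresholds were the paper's, but they were applied here to geometric means and log2 signals. The paper's folds follow the ratio of linear means, by which Prx66 is past 2-fold, and the scale of its test is not stated. Prx57 fell short of 2-fold by either ratio. Prx7, Prx10, Prx27, Prx35, Prx44 and Prx59 were past 2-fold on geometric means too. These missed only by the methods' t-test on log2 signals, with P from 0.0535 for Prx35 to 0.254 for Prx44. On linear signals, 0 peroxidases were lower past the thresholds.

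The paper's qRT-PCR values (Supplementary Table 2) come from other seedlings, so they are another measure of the same genes. For the upregulated genes, Supplementary Fig. 4 gives these seedlings an age other than that of the seedlings on the arrays. The larger SD of the replicates serves as the measure of spread here. It comes from 2 arrays and leaves out the error of the qRT-PCR. Genes with close replicates are therefore listed at small differences. Prx35, at -4.92 and the paper's -3.75, is not listed, because its mock signals lay far apart. The log2 fold change on the arrays differed from the paper's by more than the larger SD of the replicates for 15 genes. For Prx7 it was -1.21 and the paper's -2.19, and for Prx8 -5.23 and the paper's -6.29; both came within the spread without mock replicate 1. For Prx10 it was -1.11 and the paper's -1.98, for Prx27 -1.36 and -2.67, for Prx30 -0.42 and -2.22, and for Prx60 -0.99 and -3.79, with no alternative within the spread. For Prx59 it was -1.03 and the paper's -1.83, and for MAPKKK19 1.15 and 1.75, both within the spread without mock replicate 1 and without estradiol replicate 1. For OSR1 it was 1.28 and the paper's 2.24, within the spread without mock replicate 1. For GSTU3 it was 3.60 and the paper's 4.49, and for CEJ1 1.19 and 1.59, with no alternative within the spread. For RVE8 it was 1.11 and the paper's 0.52, with no alternative within the spread. On the arrays RVE8 and Prx8 were dim in both groups, so the size of their values is uncertain, and Prx27 and Prx60 were dim after estradiol and GSTU3 in mock. For GSTU1 it was 1.37 and the paper's 0.75, and for BRT1 1.66 and 1.04, both within the spread on log2(signal + 32), without mock replicate 1 and without estradiol replicate 2. For GSTU4 it was 1.81 and the paper's 1.56, within the spread on log2(signal + 32).

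The text of the paper puts the categories cell wall and endomembrane system among upregulated genes, and Supplementary Table 1 lists them under downregulated genes. Here the medians of the measured expansins and XTH genes were -0.26 and -0.19. The paper's text gives 91 downregulated genes, and Supplementary Data 1 has 92 rows of them.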

Other observations

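Genes of chlorophyll synthesis were lower after estradiol as a list, with a median log2 fold change of -0.54 over 7 measured genes, 6 of them with both estradiol arrays under both mock arrays, against 16.7% by chance (limma's camera, adjusted p = 1.38e-06, and adjusted p = 0.244 with an estimated correlation). Without mock replicate 2 the median was -0.35. CHLI2, a subunit of magnesium chelatase, passed the paper's criterion at -1.19, and HEME1, HEME2 and CHLM lay between -0.56 and -0.53. The chloroplast NDH complex had a median of -0.74 over 4 measured genes, with NDHN at -0.89, and was not tested as a list. In the xenobiotic detoxification list, 3 of 6 measured genes were higher past the criterion, against 80 of 13211 other genes (Fisher's exact test, two-sided, adjusted p = 8.48e-05). By the same test the other lists did not pass, with an adjusted p of 0.0747 for 2 of 22 hypoxia genes higher, 0.225 for 1 of 7 chlorophyll synthesis genes lower, 0.239 for 1 of 10 root hair genes lower and 0.241 for 1 of 11 GSTU genes higher. The 3 of the detoxification list were the glucosyltransferases UGT73B4 and UGT73B5, at 1.19 and 1.11, and the oxidoreductase At1g60730, at 1.17. Supplementary Data 1 lists all 3 as higher on these same arrays, so the test is not independent of the paper's list. Without the genes of that list, too few detoxification genes were left to test. Of 22 hypoxia genes, 2 passed, At1g33055 at 1.01 and At4g33560 at 1.91 (dim in both groups), and 14 had both estradiol arrays above both mock arrays and 0 had both below, where chance gives 16.7% in each direction.

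The MYB-like relatives of KUA1 had a median of 0.07 over 5 measured genes (camera, adjusted p = 0.726), and At1g19000 had signals of 1880 and 368 on the estradiol arrays, too far apart to give it a direction. The lists with fewer than 5 measured genes gave a median log2 fold change of 0.10 for 2 GSTF genes, -0.23 for PYK10 of the other root cell types, -1.55 for TRY of hair patterning (past the criterion and dim in both groups), -0.34 for 2 genes of mesophyll antenna and Rubisco, 0.27 for 2 pathogen response genes, -0.09 for 2 clock genes, -0.35 for MCM7 of the cell cycle and -0.25 for 3 auxin response genes, of which GH3.3 lay at 1.40 and was called by limma when adjusted over the list alone. The platform table matches no gene of the jasmonate list to a probe set of its own, and it does not list 8730 of the probe sets tested. Of genes the paper names singly, UPB1, a bHLH repressor of peroxidases, had a log2 fold change of -0.37, and the bHLH gene At1g10585 one of 1.37 with estradiol signals of 673 and 221, and neither passed the criterion.

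For 27 genes of Supplementary Table 2 with a named probe set, the array and the paper's qRT-PCR of other seedlings had the same direction in 27. Across these genes Pearson's r was 0.94 and Spearman's rho 0.89 (permutation test, two-sided, p = 1e-05 for both, the smallest that 100000 permutations can give). Genes are not independent replicates, and Supplementary Data 1 lists all but Prx21, Prx30 and Prx42 as changed on the same arrays. The genes form a higher and a lower group by both measures, so a high correlation and a small p can follow from direction alone. The correlation within each direction was not computed. Of 21 genes that changed at least 2-fold in the paper's qRT-PCR, 18 did so on the arrays and 8 passed the criterion.

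Other groupings of the 4 arrays give a scale for the counts. The real grouping gave 263 probe sets past the criterion, 76 of them among the brighter ones, and 1481 with an unadjusted limma p under 0.05. Replicate 2 of each group against replicate 1 gave 171, 10 and 584. Mock replicate 1 with estradiol replicate 2 against the other 2 arrays gave 309, 58 and 1898. With 3 groupings in all, no share under 0.05 can be reached.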
